# Transcriptional profiling in response to terminal drought stress reveals differential responses along the wheat genome

**DOI:** 10.1186/1471-2164-10-279

**Published:** 2009-06-24

**Authors:** Alessio Aprile, Anna M Mastrangelo, Anna M De Leonardis, Gabor Galiba, Enrica Roncaglia, Francesco Ferrari, Luigi De Bellis, Luana Turchi, Giovanni Giuliano, Luigi Cattivelli

## Abstract

**Background:**

Water stress during grain filling has a marked effect on grain yield, leading to a reduced endosperm cell number and thus sink capacity to accumulate dry matter. The bread wheat cultivar Chinese Spring (CS), a Chinese Spring terminal deletion line (CS_5AL-10) and the durum wheat cultivar Creso were subjected to transcriptional profiling after exposure to mild and severe drought stress at the grain filling stage to find evidences of differential stress responses associated to different wheat genome regions.

**Results:**

The transcriptome analysis of Creso, CS and its deletion line revealed 8,552 non redundant probe sets with different expression levels, mainly due to the comparisons between the two species. The drought treatments modified the expression of 3,056 probe sets. Besides a set of genes showing a similar drought response in Creso and CS, cluster analysis revealed several drought response features that can be associated to the different genomic structure of Creso, CS and CS_5AL-10. Some drought-related genes were expressed at lower level (or not expressed) in Creso (which lacks the D genome) or in the CS_5AL-10 deletion line compared to CS. The chromosome location of a set of these genes was confirmed by PCR-based mapping on the D genome (or the 5AL-10 region). Many clusters were characterized by different level of expression in Creso, CS and CS_AL-10, suggesting that the different genome organization of the three genotypes may affect plant adaptation to stress. Clusters with similar expression trend were grouped and functional classified to mine the biological mean of their activation or repression. Genes involved in ABA, proline, glycine-betaine and sorbitol pathways were found up-regulated by drought stress. Furthermore, the enhanced expression of a set of transposons and retrotransposons was detected in CS_5AL-10.

**Conclusion:**

Bread and durum wheat genotypes were characterized by a different physiological reaction to water stress and by a substantially different molecular response. The genome organization accounted for differences in the expression level of hundreds of genes located on the D genome or controlled by regulators located on the D genome. When a genomic stress (deletion of a chromosomal region) was combined with low water availability, a molecular response based on the activation of transposons and retrotransposons was observed.

## Background

Drought stress greatly affects productivity and growth of plants and plays a central role in their geographical range. Water deprivation induces a set of physiological and biochemical responses in plants and is one of the most complex adverse conditions, since it depends not only on the severity and duration of the stress event, but also on the plant developmental stage and morphology [1,2].

Soon after the perception and recognition of external changes, different signaling pathways are activated in order to convert a physical stress into a biochemical response, each of them promoting the expression of a set of stress-responsive genes; the full activation of signal cascades induced by a given stress event promotes acclimation and leads to stress tolerance.

The main physiological drought stress responses include stomatal closure, repression of cell growth and photosynthesis, and activation of respiration. At the biochemical level, many plants accumulate osmoprotectants such as sugars (sucrose, raffinose, trehalose), sugar alcohols (sorbitol and mannitol), amino acids (proline), and amines (glycine betaine and polyamines) [2,3]. These metabolites also act as antioxidants or scavengers helping plants to avoid and/or tolerate stresses.

Drought stress triggers the production of the phytohormone abscisic acid (ABA). Several drought-inducible genes are induced by exogenous ABA treatment, whereas others are not affected, indicating the presence of both ABA-independent and ABA-dependent regulatory systems [4].

Many drought-inducible genes with various functions, including a number of transcription factors that regulate stress-inducible gene expression, have been identified by molecular and genomic analyses. Many families of plant transcription factors are involved in the stress-induced signaling cascade. Among them: bZIP proteins (ABRE-binding factors [5]), MYC, MYC-like, bHLH and MYB proteins [4,6], WRKY proteins [7], Cbf/DREB1 (C-repeat binding factor/dehydration-responsive element-binding factor1) and DREB2 [8,9]. Recently, a number of stress-inducible genes have been identified using microarray analysis in different plant species, such as Arabidopsis, rice, barley and grape [10-18]. Furthermore the ectopic expression of several stress induced genes with a key role in the stress response pathways has resulted in improved plant stress tolerance [19,20].

In wheat, by mean of special genetic stocks (i.e. single chromosome recombinant lines), several chromosomes or chromosome regions carrying major genes affecting environmental stress response were identified [21]. Genes affecting flowering time and abiotic stress responses in wheat are particularly concentrated on chromosomes belonging to group 5, especially on 5A [22-26]. Using wheat deletion stocks genes affecting frost tolerance and vernalization requirement [27], copper stress tolerance [28], traits affecting osmoregulation (carbohydrate, amino acid and polyamine content, reviewed in [29]) were physically mapped between deletion breakpoint 0.56 and the telomeric end of chromosome 5A.

The productivity of wheat, one of the most important crops worldwide, is often limited by shortage of water necessary to maximize biomass and complete grain filling [30]. In the present study we performed a transcriptional profiling of three wheat genotypes with different genome organization, under medium and severe drought stress conditions at the grain filling stage. We compared the hexaploid bread wheat cultivar Chinese Spring (CS, genome AABBDD) with a deletion line CS-5AL-10 carrying a chromosome deletion at the breakpoint 0.56, and with a tetraploid durum wheat (genome AABB) to find evidences of differential responses associated to different wheat genome regions.

## Results

### Physiological responses

To provide a global study of transcriptome changes in response to drought stress, a durum wheat (*Triticum durum *Desf. cultivar Creso) and two bread wheat (*Triticum aestivum *L. cultivar Chinese Spring -CS- and its deletion line CS_5AL-10) genotypes were subjected to two different levels of water stress at the grain filling stage in controlled conditions. 

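Glumes, the green bracts around the wheat floret, were sampled from the tetraploid durum wheat Creso, which holds the A and B genomes, from the hexaploid bread wheat CS, which also holds the D genome, and from CS_5AL-10, a CS line that lacks the distal part of the long arm of chromosome 5A. The same treatments were compared in each genotype: well watered plants (CTRL), moderate stress (MS) and severe stress (SS). The paper gives a soil water content of 28% for CTRL, 18% for MS and 12.5% for SS, and a leaf water potential that was lowest in SS plants of Creso (-3.9 MPa) and at -3.3 MPa in CS and -3.4 MPa in CS_5AL-10. RNA was hybridised to 27 Affymetrix Wheat Genome Arrays, 3 for each of the 9 combinations of genotype and treatment, which the paper describes as biological triplicates. The paper places sampling at 9 days post anthesis in Creso and 11 in the bread wheats, while the sample labels give 7 and 10 days, so that stage and genotype vary together in comparisons between species. In the labels of the CS_5AL-10 samples 1 field names CS and the others name the deletion line, and the samples were grouped by the latter. The deposited values are linear intensities with a trimmed mean of 500.2 to 500.3 on every array, as a MAS5 scaling leaves them, whereas the values in the paper come from RMA. They were taken to log2(value + 16) and each array was centred on the common median, because the array medians, 59.1 to 99.1, differed by 1.68 times. Of 61179 wheat probe sets, 34089 lay above the array's median on all 3 arrays of at least 1 condition and were tested together in limma with Benjamini-Hochberg adjustment. A probe set is reported as differentially expressed at an adjusted p under 0.05 with at least a 2-fold difference. Changes are given on this log2 scale with their standard error (SE), and the added 16 makes the changes of weakly expressed genes too small. In simulated data with 200 changed probe sets, 21.5% of 2-fold, 69.5% of 3-fold and 82% of 4-fold changes were recovered for CS SS against CTRL. For 2-fold changes part of the loss comes from the 2-fold limit itself, as the adjusted p alone recovered 31%. In the real comparison 4003 probe sets passed the adjusted p, which makes the adjustment milder. These shares therefore do not measure what 3 arrays per condition miss here. Gene names come from the platform annotation or, marked as Arabidopsis matches, from the first 1420 of the 3056 probe sets of additional file 1, which the study chose on these samples.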

Although the three genotypes were grown and exposed to drought in presence of the same amount of available water in the soil (28%, 18% and 12% SWC for control -CTRL-, mild stress -MS- and severe stress -SS-, respectively), their leaf water potentials were different (Table 1). The plants of the durum wheat cv. Creso were characterized by a more negative leaf water potential in all treatments; furthermore, they reached these values of water potential earlier than the bread wheat cv. CS (4 days *vs *6 days) suggesting that Creso underwent a faster water loss than CS, probably due to a delay in the activation of the water stress responsive mechanisms.

**Table 1:** Leaf water potential of Creso, CS and CS_5AL-10 subjected to water stress treatment

**Genotype**	**Treatment**	**Leaf water potential ψ_w _(MPa)**	**Soil Water Content (SWC)**
**Creso (durum wheat)**	*CTRL*	-1.4 ± 0.058	*28%*
	*MS*	-2.6 ± 0.173	*18%*
	*SS*	-3.9 ± 0.115	*12.5%*
**CS (bread wheat)**	*CTRL*	-1.2 ± 0.058	*28%*
	*MS*	-2.2 ± 0.058	*18%*
	*SS*	-3.3 ± 0.058	*12.5%*
**CS_5AL-10**	*CTRL*	-1.1 ± 0.058	*28%*
	*MS*	-2.1 ± 0.115	*18%*
	*SS*	-3.4 ± 0.173	*12.5%*

Soil water content and leaf water potential values corresponding to control (CTRL), moderate (MS) and severe stress (SS) in each genotype.

### Microarray quality analysis

GeneChip^® ^hybridization quality was verified using the standard Affymetrix controls. All hybridizations showed the expected checkerboard pictures. The average background was 39.96, well within the recommended levels. The percentage of "present" calls ranged between 42.35% and 51.78% among the 61 K probe sets present on the array. Durum wheat samples showed percentage of "presents" constantly lower than bread wheat samples, in agreement with their genome sizes. 

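Transcripts of the grain varied among replicate glume samples. The mean log2 intensity of 11 probe sets for gliadins, glutenins and other endosperm storage proteins was 10.75 to 11.37 on the 3 CS CTRL arrays, and 5.11 to 6.07 on all Creso arrays except MS replicate 1, at 8.46. In CS it was 10.64, 10.53 and 5.63 on the MS arrays and 9.1, 5.82 and 10.42 on the SS arrays. In CS_5AL-10 it was 8.29, 9.82 and 10.58 in CTRL, 10.31, 7.85 and 6.93 in MS, and 6.64, 11.39 and 7.12 in SS. Over the tested probe sets, Pearson's r between replicate arrays of a condition lay between 0.908 and 0.975, and over all probe sets on the array between 0.929 and 0.966. These are correlations across probe sets, which are not independent replicates.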

Pearson correlation coefficients computed on the RMA expression values (log2-transformed) for each set of biological triplicates ranged from 0.93 to 0.99.

Four main sources of variation explaining 75.43% of total variance were identified by principal component analysis (PCA). 

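Light-harvesting, defence and storage protein genes are among the 34089 probe sets behind these components, computed from the log2 values of all 27 arrays after centring each probe set. The first component held 56.9% of the variance, the second 9.61%, the third 5.17% and the fourth 4.48%, together 76.16%. With 1 array left out at a time the first component stayed between 55.55% and 58.15% and the second between 8.74% and 10.24%.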

The two main components explain 50.03% and 13.28% of variance (Figure 1). Data represented on a scatter plot with the first and second components on the x and y axis, respectively, showed that the replicates of each sample clustered together, as expected. 

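On the first principal component the 9 Creso arrays lay apart from the 18 bread wheat arrays. Creso averaged -166.4 (SD 2.5, n = 3) in CTRL, -160.6 (SD 18.8) in MS and -170.4 (SD 3.2) in SS. CS averaged 86 (SD 3.5), 78.4 (SD 12.8) and 67.5 (SD 13.4), and CS_5AL-10 95.4 (SD 5.4), 88.1 (SD 6.3) and 82 (SD 11.2) in the same order. Across genes, the root mean square log2 difference between CTRL plants was 1.471 for CS against Creso and 1.502 for CS_5AL-10 against Creso, and 0.575 between the bread wheats. The SD between replicate CTRL arrays was 0.529 in Creso, 0.415 in CS and 0.395 in CS_5AL-10.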

The samples belonging to bread wheat and durum wheat were completely separated on the x axis indicating that the main source of variation was due to the genotype factor. The second source of variation, along the y axis, was due to the treatment factor. 

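The second component, given as means with the SD over 3 arrays, ran from 76.8 (SD 7.7) in CS CTRL through 25.2 (SD 34.4) in MS to -10.1 (SD 45) in SS. In CS_5AL-10 it was 19 (SD 31.7) in CTRL, -51.1 (SD 28.7) in MS and -68.6 (SD 30.9) in SS, and in Creso 8.6 (SD 14.7), 23.8 (SD 43.1) and -23.5 (SD 15). On the third component the means for CTRL, MS and SS were -33.9, -1.7 and 29.5 in Creso, -9.7, 35.1 and 56.9 in CS, and -56.6, -26.2 and 6.7 in CS_5AL-10. Within conditions the second component was higher on arrays with more endosperm signal. In CS SS it was -62.1 on replicate 2 (endosperm mean 5.82), beside 16.9 and 14.9 (9.1 and 10.42). In CS_5AL-10 SS it was -33 on replicate 2 (11.39), beside -88.6 and -84.2 (6.64 and 7.12). The order turned between the nearest arrays of Creso MS, CS CTRL, CS MS, CS SS and CS_5AL-10 MS. Treatment and grain transcripts were not separated on this component, and no test was run on these positions.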

CTRL, MS and SS samples of CS were well separated from each other; whereas the MS and SS samples in CS_5AL-10, and the CTRL and MS samples in Creso were poorly separated. This finding suggests that the extent of transcriptome remodeling in MS and SS conditions was different in the three genotypes. 

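The probe set of an Arabidopsis match to the protein phosphatase 2C P2C-HA, a negative regulator of ABA signalling, was higher at MS in CS, by 1.8 on the log2 scale (SE 0.3, adjusted p = 0.00124), and in CS_5AL-10, by 1.49 (adjusted p = 0.00519). In Creso its log2 difference at MS was 0.91 (adjusted p = 0.117), and the difference between the MS responses of Creso and CS, -0.9 (SE 0.42), did not pass the test (adjusted p = 0.303). Over all tested genes the root mean square log2 difference between MS and CTRL was 0.531 in Creso, 0.536 in CS and 0.586 in CS_5AL-10. Between SS and MS it was 0.548 in Creso, 0.458 in CS and 0.43 in CS_5AL-10. In Creso the replicate MS arrays had an SD of 0.576, above that of MS in CS (0.495) and CS_5AL-10 (0.462).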

While in CS each level of drought was sufficient to induce a strong molecular response, in Creso the MS condition was not sufficient to induce a sizable response and only a minimal variation was observed in CS_5AL-10 between SS and MS conditions.

**Figure 1:**
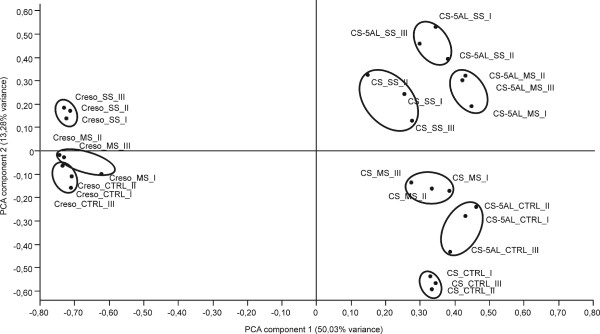
**PCA plot of the wheat array hybridization data**. The x and y axis represent the two principal components of the total variance, 50.03% and 13.28%, respectively. Each oval groups samples from the same genotype and treatment. CTRL = Control samples, MS = Moderate stress samples, SS = Severe stress samples.

### Transcriptome changes

To identify subsets of genes differentially expressed in response to drought treatments or among genotypes, the array data were analyzed using a Welch t-test with Benjamini and Hochberg false discovery rate correction for multiple tests [31]. Fold-change was then employed as a surrogate measure of biological significance for gene selection [32].

As shown in Table 2, nine comparisons were done to identify drought stress-regulated genes. 

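Among the genes counted here, those higher at SS include dehydrins, NCED and sucrose synthase, and those lower include tubulins and ACC synthase. Creso had 1516 probe sets higher and 978 lower at SS than in CTRL, CS had 1232 and 769, and CS_5AL-10 had 927 and 1012. The methods' t-test with Benjamini-Hochberg adjustment, run on the same values, passed 3 of these probe sets in Creso, 0 in CS and 1 in CS_5AL-10, and 0 in each of the MS comparisons. At an unadjusted p under 0.05 with a 2-fold difference that test gave 2080, 1679 and 1869 for SS against CTRL in Creso, CS and CS_5AL-10, 613, 860 and 1148 for MS against CTRL, and 1072, 332 and 385 for SS against MS.

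**Figure D1:**
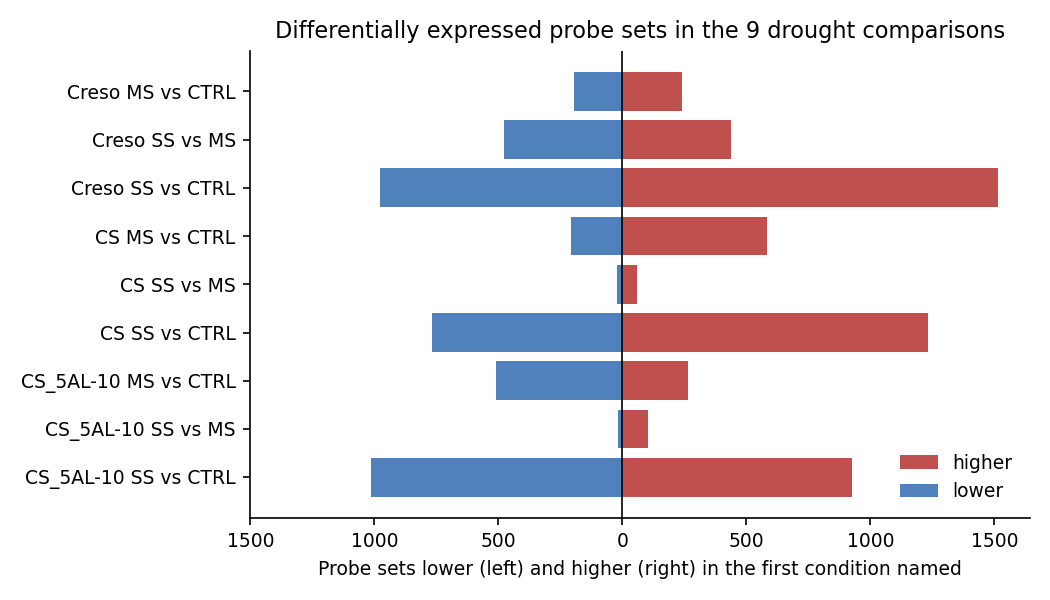
Number of differentially expressed probe sets in each of the 9 drought comparisons from limma, with probe sets higher in the more stressed plants to the right of 0 and lower ones to the left. The longest bars belong to SS against CTRL, and among the SS against MS comparisons the longest belong to Creso, with 437 higher and 476 lower.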

According with the definition given in Materials and Methods, 3,056 probe sets were found to be differentially expressed (see additional file 1: Differentially expressed genes under drought conditions). 

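The 9 drought comparisons together gave 5524 differentially expressed probe sets of the 34089 tested. Between SS and CTRL, 239 probe sets were higher and 79 lower in all of Creso, CS and CS_5AL-10, out of 4779 differentially expressed in at least 1 genotype. They include an Arabidopsis match to actin-depolymerizing factor 3, which binds actin filaments and rose by 2.37 (SE 0.32, adjusted p = 2.4e-05) in Creso, 1.53 (adjusted p = 0.00289) in CS and 1.76 (adjusted p = 6.5e-04) in CS_5AL-10. A match to the peroxidase ATP20a was lower in all of them, with log2 changes of -2.77 (SE 0.44), -2.71 and -2.45 (adjusted p = 1.4e-04, 2.7e-04 and 5.4e-04). Between MS and CTRL, 33 probe sets were higher and 6 lower in all genotypes, out of 1731.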

Three further comparisons were performed to identify genes differentially expressed among the considered genotypes and not involved in the drought response. 

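In well watered plants the storage protein gene GAG56D had an intensity of 21640 ± 3719 (SD, n = 3) in CS CTRL and 1.788 in Creso CTRL, a log2 difference of 9.99 (SE 1.75, adjusted p = 5.5e-05). A chalcone synthase match, the entry enzyme of flavonoid synthesis, was at 2619 in Creso and 4.186 in CS, a log2 difference of -7.24 (SE 0.38, adjusted p = 1.2e-13). Both lower intensities lie below the background stated in the paper, so the size of these differences is not a measured fold. In total 12992 probe sets differed between at least 1 pair of genotypes, 10540 between CS and Creso, 10611 between CS_5AL-10 and Creso, and 699 between CS_5AL-10 and CS. The methods' t-test with the same adjustment gave 4500, 5409 and 18.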

The comparison among the CTRL samples of Creso, CS and CS_5AL-10 has identified 8,552 non redundant probe sets with a significantly different expression level.

**Table 2:** Summary of comparisons.

**Comparison**	**Probe sets >2X** **Up-regulated**	**Probe sets >2X** **Down-regulated**	**Total regulated probe sets**
**Creso**			

MS *Vs *CTRL	0	0	0
SS *Vs *MS	191	302	493
SS *Vs *CTRL	661	809	1470

**CS**			

MS *Vs *CTRL	54	52	106
SS *Vs *MS	29	0	29
SS *Vs *CTRL	579	263	842

**CS_5AL-10**			

MS *Vs *CTRL	287	106	393
SS *Vs *MS	47	0	47
SS *Vs *CTRL	660	527	1187

**CTRL**			

CS *Vs *Creso	3974	2662	6636
CS-5AL-10 *Vs *Creso	3889	3062	6951
CS-5AL-10 *Vs *CS	226	381	607

In the first column analysis comparisons are listed. Number of differentially expressed probe sets under drought with a minimun 2-fold change is reported. The comparisons between not stressed samples of CS, CS-5AL and Creso are also shown. CS = Chinese Spring, CS-5AL = Chinese Spring 5A deletion line, CTRL = control condition, MS = mild stress condition, SS = severe stress condition.

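Of the genes with the largest rises at MS, a match to a low temperature and salt responsive hydrophobic protein rose by 3.06 (SE 0.47, adjusted p = 9.0e-04) in CS and by 2.89 (adjusted p = 0.00103) in CS_5AL-10. A beta-1,3-glucanase, a defence enzyme that breaks down glucans of fungal walls, rose by 2.46 (SE 0.42, adjusted p = 0.00175) in CS. In Creso a phosphoethanolamine methyltransferase (PEAMT1), which makes the choline precursor of glycine betaine, rose by 2.34 (SE 0.41, adjusted p = 0.00383). Falls were led in CS_5AL-10 by matches to peroxidase 32, which fell by 3.86 (SE 0.58, adjusted p = 4.9e-04), and to the gibberellin synthesis enzyme ent-kaurene oxidase, which fell by 3.86 (SE 0.52, adjusted p = 2.1e-04), both to below the background stated in the paper. At MS, 436 probe sets differed from CTRL in Creso (241 higher and 195 lower), 792 in CS (583 and 209) and 776 in CS_5AL-10 (265 and 511). The split moved with the scaling. Without centring it was 235 higher and 355 lower in Creso and 282 and 353 in CS, and with quantile normalization 223 and 273 in Creso, 359 and 305 in CS, and 432 and 542 in CS_5AL-10. Centring on the kept probe sets gave 235 and 297 in Creso, 346 and 293 in CS, and 446 and 401 in CS_5AL-10, and adding 64 gave 179 and 221 in Creso. Single arrays also moved these counts. The count for Creso was 703 without CTRL replicate 3 and 265 without MS replicate 1. That for CS was 1215, 285 and 414 without CTRL replicate 1, 2 and 3 and 392 without MS replicate 2, and that for CS_5AL-10 was 487, 477 and 492 without CTRL replicate 1, 2 and 3 and 503 without MS replicate 3.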

The comparison between MS and CTRL samples yielded 106 differentially expressed probe sets in CS and 393 in CS_5AL-10, whereas in Creso no significant differences were found. 

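Between SS and MS in Creso, a PR-1-like pathogenesis-related protein match rose by 1.54 (SE 0.34, adjusted p = 0.0101), which did not pass the test without MS replicate 1 (adjusted p = 0.0687), SS replicate 1 (adjusted p = 0.0648) or SS replicate 2 (adjusted p = 0.0533). A nitrate transporter match rose by 2.2 (SE 0.32, adjusted p = 3.1e-04), a xyloglucan endotransglycosylase match, an enzyme that remodels cell walls, by 2.62 (SE 0.4, adjusted p = 4.6e-04), and the germin-like GER1 fell by 2.39 (SE 0.48, adjusted p = 0.00527). In the bread wheats an early light-induced protein match (ELIP), which protects chloroplasts from excess light, rose by 2.78 (SE 0.4, adjusted p = 0.0017) in CS and by 2.32 (adjusted p = 0.00386) in CS_5AL-10. In total 913 probe sets differed in Creso (437 higher and 476 lower), 79 in CS (58 and 21) and 124 in CS_5AL-10 (105 and 19). In CS, adding 1 in place of 16 gave 41 higher and 8 lower. In CS_5AL-10 the split was 103 and 60 with quantile normalization, 68 and 58 without centring and 68 and 33 centred on the kept probe sets. The count in Creso was 560 without SS replicate 1 and 492 without SS replicate 2, that in CS 15 without MS replicate 3 and 36, 153 and 19 without SS replicate 1, 2 and 3, and that in CS_5AL-10 54 without SS replicate 2.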

An opposite trend was noticed when SS samples were compared with MS ones: few changes in gene expression were observed in bread wheat samples (29 in CS and 47 in CS_5AL-10), whereas a set of 493 transcripts in SS Creso were significantly different from MS (Table 2). Finally, the comparisons between SS and CTRL samples yielded many more differentially expressed genes in Creso (1470) than in CS (842) (Table 2), a difference of more than six hundred probe sets.

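The dehydrin RAB18 match, a protein of drying tissue, rose at SS by 4.18 (SE 0.71, adjusted p = 3.2e-04) in Creso, 3.24 (adjusted p = 0.00426) in CS and 3.4 (adjusted p = 0.00246) in CS_5AL-10. A match to the repressor MYB4 rose by 2.51 (SE 0.49, adjusted p = 0.00114), 2.7 (adjusted p = 8.0e-04) and 3.5 (adjusted p = 3.9e-05). The nitrate transporter match went from 117.3 in CTRL to 1938 at SS in Creso and from 93.14 to 307.5 in CS, log2 changes of 4.03 (SE 0.32, adjusted p = 2.4e-08) and 1.64 (adjusted p = 0.00149), and its response differed between these genotypes by 2.39 (SE 0.45, adjusted p = 0.00415). The ACC synthase match ACS2, an enzyme of ethylene synthesis, had log2 changes of -3.18 (SE 0.75, adjusted p = 0.00599) in Creso and -3.33 (adjusted p = 0.00515) in CS. At SS, 2494 probe sets differed from CTRL in Creso, 2001 in CS and 1939 in CS_5AL-10. The count in CS was 1317 without CTRL replicate 2. In Creso the split was 1059 higher and 1335 lower without centring, 1170 and 1203 centred on the kept probe sets and 1089 and 1150 with quantile normalization. In CS_5AL-10 the larger side of 927 higher and 1012 lower turned with 1 added (930 and 831) and without the filter (931 and 896). It also turned with the stricter filter (782 and 617) and centred on the kept probe sets (1036 and 979). Without centring (785 and 1247), with quantile normalization (917 and 1138) and with 64 added (756 and 911) it stayed. From the responses at MS and SS, the paper proposes that Creso needs a more severe stress than CS to activate its molecular response.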

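Whether genotypes differed in their response to MS was tested for each gene as the difference of the log2 changes. A match to a PR-1-like pathogenesis-related protein had an MS response 2.61 higher (SE 0.48, adjusted p = 0.0155) in Creso than in CS, which did not pass the test without CS CTRL replicate 2 (adjusted p = 0.051) or CS MS replicate 2 (adjusted p = 0.0547). For the hydrophobic protein match the log2 change at MS was 1.58 (SE 0.47, adjusted p = 0.0869) in Creso, and its difference from the response in CS was -1.48 (SE 0.67, adjusted p = 0.283). For another dehydrin RAB18 match the MS change was 2.36 (SE 0.48, adjusted p = 0.00599) in CS and 0.86 (adjusted p = 0.401) in Creso, with a difference of -1.5 (SE 0.68, adjusted p = 0.282).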

Although the leaf water potential in MS plants was more negative in the durum wheat Creso than in the bread wheat CS (or CS_5AL-10), significant variations in mRNA levels in response to MS were detected only in the hexaploid genotypes.

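Transcripts of endosperm storage proteins, products of the developing grain, were higher in CS than in Creso for all of 11 probe sets measured, with a median log2 difference of 4.91 (11 also when adjusted over the list alone, camera adjusted p = 3.3e-04, adjusted p = 0.44 with an estimated correlation). In CS_5AL-10 6 of them were higher than in Creso, with a median of 3.5 (8 when adjusted over the list alone, adjusted p = 0.0115, adjusted p = 0.63 with an estimated correlation). A gliadin (gli-2) differed by 8.95 (adjusted p = 1.4e-04). A proline-rich protein match was at 47080 in Creso and 167.9 in CS, a log2 difference of -8.28 (SE 0.24, adjusted p = 6.2e-18), and a ribonuclease T2 match at 17490 ± 5362 (SD, n = 3) and 25.87, a difference of -8.92 (SE 0.47, adjusted p = 1.3e-13). The gliadin in Creso and the ribonuclease in CS lay below the background stated in the paper. The size of these 2 differences is therefore not a measured fold. A probe set of the MIP family of water and solute channels was at 4910 in CS, 5117 in CS_5AL-10 and 10.71 in Creso, and a lipid transfer protein match (LTP4) had a log2 difference of -4.76 (SE 0.57, adjusted p = 3.1e-07). Of the differentially expressed probe sets, 5259 were higher and 5281 lower in CS than in Creso, and 5555 higher and 5056 lower in CS_5AL-10 than in Creso. Centring moved the median of all genes from -0.03 to -0.28 for CS and from 0.02 to -0.19 for CS_5AL-10 against Creso, and without it the splits were 6089 and 3308, and 6425 and 3556. The match of the probes to each genome, the missing D genome and the earlier sampling of Creso were not separated from these differences.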

The comparisons between the two bread wheat CTRL and the durum wheat CTRL samples gave about 6800 differentially expressed probe sets (Table 2), a result that is largely dependent on the presence of the D genome in hexaploid wheat. 

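Among the probe sets lower in CS_5AL-10 than in CS in well watered plants, a lactoylglutathione lyase (lgul), a glyoxalase that removes methylglyoxal, was at 1275 in CS and 23.38 in CS_5AL-10, a log2 difference of -5.08 (SE 0.45, adjusted p = 3.0e-08), set against a level below the background stated in the paper. A tonoplast intrinsic protein match, a water channel of the vacuole, was at 8360 and 248.4, a difference of -4.98 (SE 0.49, adjusted p = 1.7e-07), and at 125.5 in Creso. Of 17 probe sets with Arabidopsis matches to pathogenesis-related proteins, 7 were higher in CS_5AL-10 and none lower (8 when adjusted over the list alone), with a median difference of 0.99. The study chose that list on these samples, so its direction is not independent evidence. The PR-1-like match was higher by 2.29 (SE 0.34, adjusted p = 1.2e-04). In total 699 probe sets differed, 289 higher and 410 lower, and the count was 433 without CS_5AL-10 CTRL replicate 2.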

The comparison between CS_5AL-10 and CS showed 607 differentially expressed transcripts, probably due to the partial deletion of chromosome 5A.

Fifteen probe sets, representing genes putatively involved in the drought stress responses, were subjected to real-time qRT-PCR analysis to validate the array data. 

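Polyubiquitin had intensities of 9473 to 14450 over the 27 arrays, with a coefficient of variation of 0.11. It ranked 293 by that measure among the 19540 probe sets above the array's median on all arrays, where the lowest value was 0.063 and the median 0.284.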

The poliubiquitin gene corresponding to the probe set Ta.24299.1.S1_at was selected based on its minimal coefficient of variation, and used as reference gene in qRT-PCR. Although the magnitude of the transcript expression was, to some extent, different between array and qRT-PCR, all tested genes showed the same expression trend with the two methods. The Pearson product-moment correlation coefficients between microarray and qRT-PCR data were 0.909***, 0.972*** and 0.870*** for Creso, CS and CS-5AL, respectively (*** P < 0.001).

### QT-Clustering

As mentioned above, 3,056 probe sets were differentially expressed as a consequence of drought stress in at least one comparison (the list of all drought-regulated genes is presented in the additional file 1: Differentially expressed genes under drought conditions). QT-cluster analysis [33] was performed and interpreted to identify groups of genes whose expression can be associated to the different genome structures. Bioinformatic analysis (minimum cluster size 30, correlation value 0.75) yielded 24 clusters (Figure 2 and Figure 3) plus 1376 unclassified probe sets.

**Figure 2:**
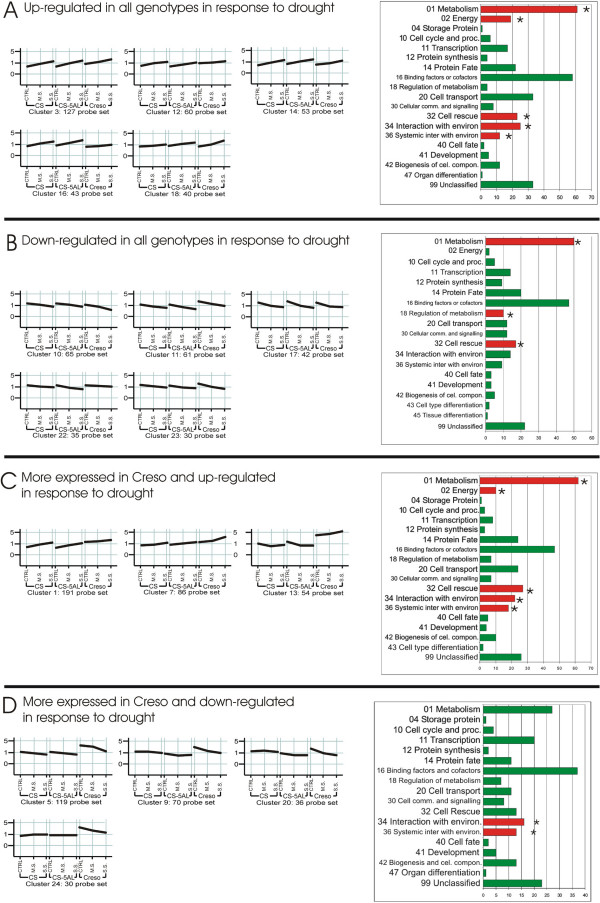
**Representation of 17 out of 24 QT-clusters obtained using the expression values of the 3,056 stress-related genes differentially expressed in at least one condition/genotype**. The cluster analyses was performed with a minimum cluster size of 30 and a correlation value of 0.75. The three treatments, grouped by genotypes, are plotted on x axis. The relative expression level (data normalized to the median for each probe set) is plotted on the y axis. The horizontal lines represent the average expression of all probe sets belonging to each cluster. 1,376 probe sets didn't fit the QT-clustering parameters.

**Figure 3:**
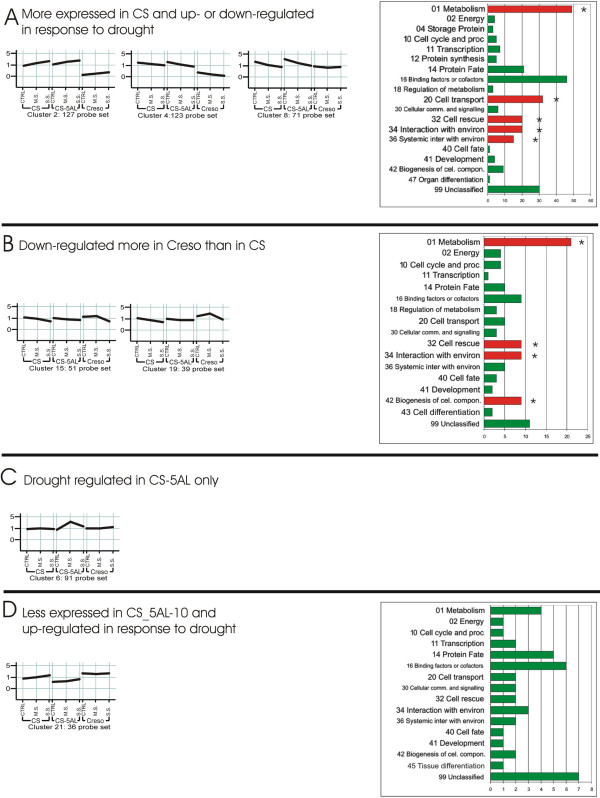
**Representation of 7 out of 24 QT-clusters obtained using the expression values of the 3,056 stress-related genes differentially expressed in at least one condition/genotype**. The cluster analyses was performed with a minimum cluster size of 30 and a correlation value of 0.75. The three treatments, grouped by genotypes, are plotted on x axis. The relative expression level (data normalized to the median for each probe set) is plotted on the y axis. The horizontal lines represent the average expression of all probe sets belonging to each cluster. 1,376 probe sets didn't fit the QT-clustering parameters.

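A glycine and proline-rich protein match rose in all genotypes. Its intensity went from 1643 ± 446.4 (SD, n = 3) in CTRL to 10570 ± 857.9 at MS and 31540 ± 2632 at SS in Creso, from 444.3 ± 100.9 to 2427 ± 488.2 and 12190 ± 2693 in CS, and from 232.5 ± 69.13 to 842.5 ± 525.3 and 3443 ± 1507 in CS_5AL-10. At SS these are log2 changes of 4.41 (SE 0.33, adjusted p = 1.4e-08), 4.78 (adjusted p = 4.2e-09) and 3.8 (adjusted p = 7.8e-08). Of the 55 probe sets held here of cluster 3, 49 were higher at SS in Creso, 39 in CS and 48 in CS_5AL-10, with medians of 1.63, 1.43 and 1.69. Cluster 14, with 26 held, had 20, 21 and 17 higher. In neither cluster did the SS response of any probe set differ between Creso and CS, with median differences of 0.15 and -0.15. Of the clusters of falling probe sets, cluster 11 had 20 of 36 lower in Creso, 11 in CS and 24 in CS_5AL-10, and cluster 17 had 9, 11 and 15 of 17. The probe sets were chosen and clustered by the study on these samples, which is not independent evidence of their direction.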

Ten clusters (5 up- and 5 down-regulated) grouped 556 probe sets responsive to drought to a similar extent in all three genotypes (Figure 2A and 2B). These genes represent the stress response mechanisms common to bread and durum wheat. The analysis with the MIPS FunCat tool [34] of the probe sets in the up-regulated clusters identified five main over-represented categories (0.005 p-value cut off), most of them related to water stress (Figure 2A). Among these categories, subcategories such as "01.01.03.03 Metabolism of proline", "32.01.03 Osmotic and salt stress response", "34.11.03.13 Osmosensing and response", "36.20.18.02 Ethylene response", "36.20.18.05 Abscisic acid response" were all over-represented. Many well known components of the molecular response to drought belong to these clusters. For instance, the expression levels of four 9-cis-epoxycarotenoid-dioxygenase (*NCED*)-related probe sets (cluster 3), the key enzyme of ABA biosynthesis [35], were strongly up-regulated by water stress to similar extent in all genotypes.

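The 4 NCED probe sets, for the enzyme that cleaves 9-cis-epoxycarotenoids in ABA synthesis, rose at SS in every genotype. In the order in which the paper lists them, the first went from 3585 ± 1493 (SD, n = 3) in CTRL to 8293 at MS and 18140 at SS in Creso, from 1016 to 4491 and 9442 in CS, and from 1499 to 6514 and 11580 in CS_5AL-10. Its log2 changes at SS were 2.54 (SE 0.28, adjusted p = 1.8e-06), 3.31 (adjusted p = 5.8e-08) and 3 (adjusted p = 1.4e-07), and at MS 2.34 (adjusted p = 1.2e-04) in CS, 2.11 (adjusted p = 1.5e-04) in CS_5AL-10 and 1.34 (adjusted p = 0.0127) in Creso, where the last did not pass the test without Creso CTRL replicate 2 (adjusted p = 0.0671). In Creso, CS and CS_5AL-10 the second rose at SS by 2.5 (SE 0.32), 3.2 and 2.78, the next by 1.82 (SE 0.37), 3.1 and 2.75, and the last by 2.2 (SE 0.46), 3.48 and 3.01. The SS response of Creso differed from that of CS by -0.77, -0.7, -1.29 and -1.27 on the log2 scale, and none of these differences passed the test (adjusted p = 0.325, 0.459, 0.198 and 0.332). In CTRL the first of these probe sets differed between CS and Creso by -2.04 (SE 0.28, adjusted p = 1.9e-06).

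**Figure D2:**
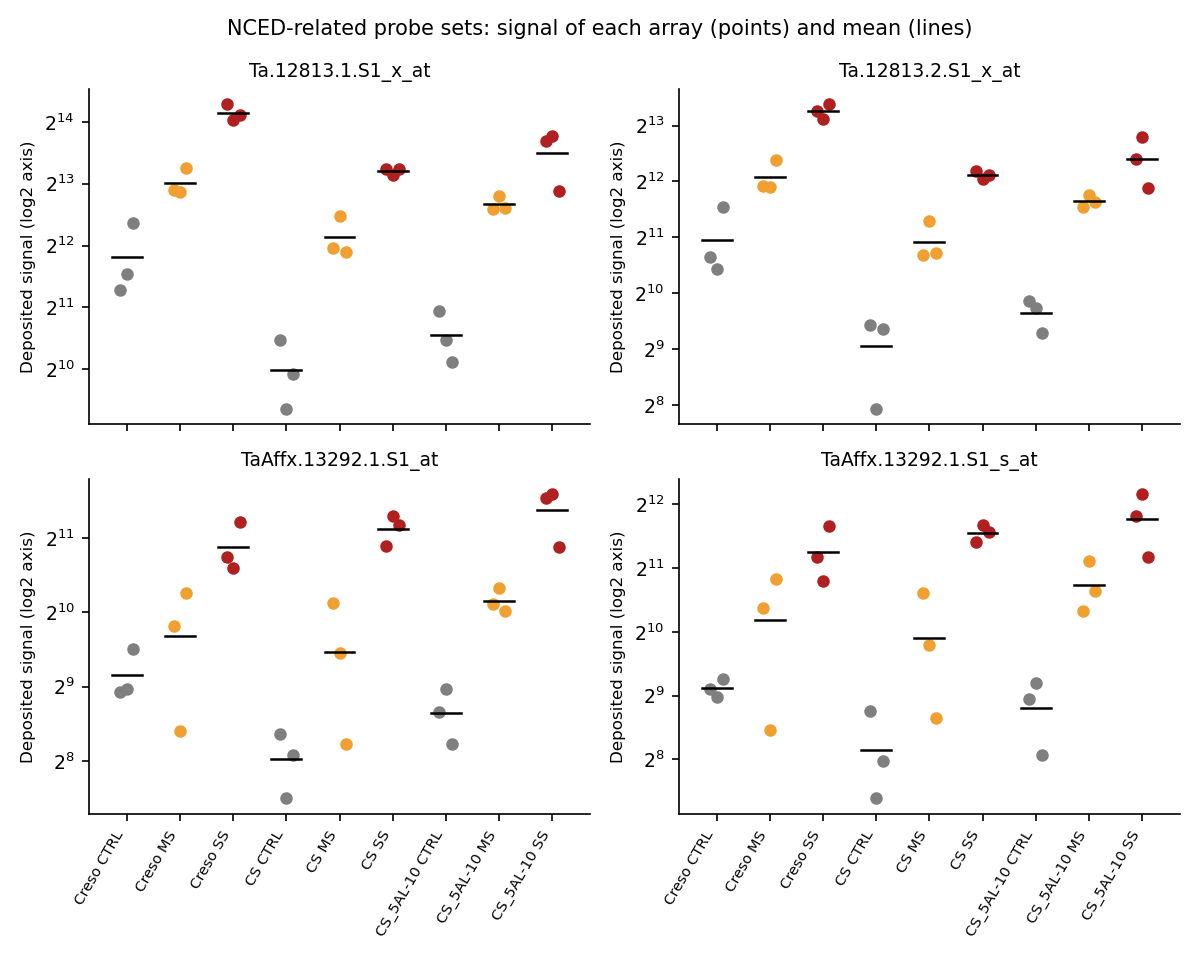
Deposited intensity on a log2 axis of the 4 NCED probe sets, in a panel each. Points are single arrays in CTRL (grey), MS (orange) and SS (red) plants of each genotype and lines are means of 3 arrays, so that the SS means lie above the CTRL means in every genotype.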

Clusters 3 and 14 are also characterized by the presence of additional stress-related signaling components and transcription factors (two kinase enzymes involved in signal transduction, eight MYB family-related, one WRKY-related, one DOF-related and three probe sets with a Zinc Finger motif) as well as of probe sets related to osmolyte pathways (sorbitol, glycine betaine and proline). The probe set Ta.21428.1.S1_x_at has high similarity to sorbitol dehydrogenase, the key enzyme in sorbitol accumulation [36]. 

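The sorbitol dehydrogenase match had a log2 change at SS of 1.3 (SE 0.17, adjusted p = 2.5e-05) in CS_5AL-10 and of 1.05 (adjusted p = 3.4e-04) in CS. In CS it came just under 2-fold without CTRL replicate 2 (0.96), SS replicate 2 (1) or SS replicate 3 (0.97). In Creso the change of 0.6 (adjusted p = 0.0226) was under 2-fold.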

Aldehyde dehydrogenases (ADH) are involved in aldehyde detoxification and the induction of genes encoding ADHs was often associated to drought stress [37]. Moreover, a substrate-specific aldehyde dehydrogenase (betaine aldehyde dehydrogenase, BADH) is responsible of glycine betaine biosynthesis [38]. Two ADH-related probe sets (Ta.18775.1.S1_at, Ta.25596.3.A1_a_at) and a BADH-related one (Ta .435.1.S1_at) were found in cluster 3 and 14. 

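An aldehyde dehydrogenase match, of a family that removes reactive aldehydes, rose at SS by 1.86 (SE 0.16, adjusted p = 7.7e-08) in Creso. In CS its change of 0.97 (adjusted p = 3.3e-04) and in CS_5AL-10 that of 0.88 (adjusted p = 6.3e-04) were under 2-fold. The other probe set that the paper names here, which additional file 1 matches to an NADP-dependent malic enzyme, rose by 1.16 (SE 0.21, adjusted p = 8.3e-04) in CS and 1.15 (adjusted p = 6.8e-04) in CS_5AL-10, with 0.98 (adjusted p = 0.00276) in Creso. The betaine aldehyde dehydrogenase probe set, for the enzyme that makes glycine betaine, rose by 1.11 (SE 0.15, adjusted p = 3.5e-05) in CS_5AL-10, with 0.83 (adjusted p = 7.1e-04) in Creso and 0.93 (adjusted p = 3.4e-04) in CS. All 9 of these changes passed the test on p, and those under 1 missed the 2-fold limit. Single arrays decided some of these. In CS the aldehyde dehydrogenase match reached 2-fold without CTRL replicate 3 (1.06) or SS replicate 2 (1.01), and in Creso the malic enzyme did without CTRL replicate 1 (1.21), SS replicate 1 or SS replicate 2 (1.02 for both), and with 1 added (1.03). Without CS CTRL replicate 1 the aldehyde dehydrogenase match and betaine aldehyde dehydrogenase just reached it in CS.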

Several probe sets involved in proline accumulation were also classified in these clusters (detailed hereafter).

Overall, the up-regulated clusters illustrated in Figure 2A contain most of the known drought-responsive genes whose induction is conserved among all three genotypes and co-regulated with *NCED *expression, suggesting that a large proportion of these genes might be ABA-dependent. 

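Among 8 probe sets with Arabidopsis matches to ABA signalling proteins, 4 were higher and 3 lower at SS in Creso, 2 higher and 0 lower in CS, and 5 higher and 0 lower in CS_5AL-10 (6 when adjusted over the list alone), with medians of 1.31, 0.78 and 1.34. The P2C-HA match rose at SS by 1.9 (SE 0.3, adjusted p = 1.3e-04) in Creso, 1.44 (adjusted p = 0.00244) in CS and 1.78 (adjusted p = 2.7e-04) in CS_5AL-10. An AWPM-19-like membrane protein match, of a family found in ABA-treated wheat cells, rose by 3.57 (SE 0.75, adjusted p = 0.00218) in Creso and 3.74 (adjusted p = 0.00158) in CS_5AL-10, in both from below the background stated in the paper. The list was drawn from the study's own selection and is not independent evidence of a rise.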

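Of 19 probe sets with Arabidopsis matches to dehydrins and other LEA proteins, hydrophilic proteins of drying cells, 11 were higher and 1 lower at SS in Creso, 7 and 2 in CS, and 9 and 1 in CS_5AL-10, with medians of 1.37, 1.03 and 1.23. When adjusted over the list alone, 11, 9 and 12 were higher. At MS 0 were higher in Creso (3 when adjusted over the list alone), 4 in CS and 2 in CS_5AL-10. The other RAB18 match rose at SS by 2.4 (SE 0.48, adjusted p = 0.00138) in Creso, 3.12 (adjusted p = 1.6e-04) in CS and 3.18 (adjusted p = 9.0e-05) in CS_5AL-10. An LEA3 match had log2 changes of -1.63 (SE 0.33, adjusted p = 0.00223) in CS and -1.56 (adjusted p = 0.00272) in CS_5AL-10. By the platform annotation 10 probe sets are dehydrins or LEA genes, of which 2 were measured, and 1 of these was higher at SS in Creso and in CS. The longer list comes from additional file 1, chosen by the study on these samples, and is not independent evidence of a rise.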

Notably, the *LEA *genes, one of the most studied family of drought-responsive sequences [39], were only marginally represented among the probe sets up-regulated in response to drought in wheat during grain filling. Among the 179 probe sets corresponding to *LEA *genes loaded on the Wheat Genome Array, only 16 were up-regulated in the experiment here described. Most of them (12) were unclassified after cluster analysis, indicating that their expression cannot be associated with the accumulation of the other well known drought-responsive genes above described.

Besides the expected drought-related induction/repression, many clusters showed an expression profile strongly dependent on the genome organization of the three genotypes analyzed. Seven clusters (Figure 2C and 2D) were characterized by a higher expression level in the CTRL of Creso compared with the corresponding sample of CS and CS_5AL-10. The functional classification of the 586 probe sets belonging to these seven clusters revealed five main categories over-represented: "01 Metabolism", "02 Energy", "32 Cell rescue defense and virulence", "34 Interaction with environment", "36 Systemic interaction with environment". 

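The light-harvesting protein match LHCB2, which carries chlorophyll of photosystem II, had an intensity of 19240 in Creso, 4725 in CS and 3905 in CS_5AL-10 in CTRL. At SS it rose by 1.79 (SE 0.21, adjusted p = 6.0e-06) in CS and by 1.81 (adjusted p = 2.8e-06) in CS_5AL-10, and at MS by 1.63 (adjusted p = 1.8e-04) in CS. In Creso its changes were 0.38 (adjusted p = 0.388) at MS and 0.36 (adjusted p = 0.276) at SS, and the SS responses of Creso and CS differed by -1.43 (SE 0.29, adjusted p = 0.00756). Of the 99 probe sets held here of cluster 1, 45 were higher at SS in Creso, 67 in CS and 71 in CS_5AL-10, with medians of 0.95, 1.19 and 1.17, and at MS 3, 29 and 6. In CTRL 85 of them were lower in CS than in Creso, with a median of -1.68. The SS response was lower in Creso than in CS for 15 of them and higher for 1. The study grouped these probe sets by their profile in these samples, so the counts are not independent evidence of that profile.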

The 191 probe sets of cluster 1 showed a constitutively high expression and a minimal drought induction in Creso, whereas their expression was proportional to the degree of stress in CS and CS_5AL-10. Analysis for functional categories revealed that "01.05 C-compound and carbohydrate metabolism", "01.20 Secondary metabolism", "02.45 Photosynthesis" and "02.45 Energy conversion and regeneration" were the subcategories over-represented. These results suggest that the probe sets belonging to cluster 1 are mainly involved in the adaptation of photosynthesis and carbohydrate metabolism to drought. 

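The sucrose synthase match, which splits sucrose for use in the cell, rose at SS by 1.96 (SE 0.23, adjusted p = 3.5e-06) in Creso, 1.74 (adjusted p = 3.0e-05) in CS and 1.55 (adjusted p = 6.7e-05) in CS_5AL-10. Of 13 probe sets with Arabidopsis matches to enzymes of sucrose, fructan and related sugars, 6 were higher and 2 lower at SS in Creso, 2 and 1 in CS, and 2 and 0 in CS_5AL-10, and adjusted over the list alone 6 and 2, 2 and 2, and 4 and 0. Their medians were 1.12, 0.67 and 0.68. A cell wall invertase match, which cleaves sucrose outside the cell, fell by 2.47 (SE 0.34, adjusted p = 2.7e-05) in Creso. Among 4 sugar genes of the platform annotation, 2 were higher in Creso, 2 in CS and 3 in CS_5AL-10. A fructan exohydrolase (6-FEH), which releases fructose from fructans, rose by 2.32 (SE 0.27, adjusted p = 3.2e-06) in Creso and 1.62 (adjusted p = 2.4e-04) in CS_5AL-10.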

In bread wheat the more severe the drought stress, the higher the expression level of these genes supporting their involvement in stress adaptation. This adaptation was not observed in Creso, where these mRNAs showed a constitutive high level of expression.

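Of 40 probe sets with Arabidopsis matches to photosynthesis proteins, 8 were higher and 3 lower at SS in Creso, and 25 higher and 1 lower in each of CS and CS_5AL-10 (26 when adjusted over the list alone), with medians of 0.49, 1.27 and 1.26. At MS 15 were higher in CS (19 when adjusted over the list alone), 3 in CS_5AL-10 and 0 in Creso. In CTRL 21 of them were lower and 4 higher in CS than in Creso. The SS response was smaller in Creso than in CS for 10 of them (14 when adjusted over the list alone). A probe set of the light-harvesting protein LHB1B2 changed by -1.62 (SE 0.39, adjusted p = 0.00671) in Creso and by 2.07 (adjusted p = 0.0011) in CS, a difference of -3.69 (SE 0.55, adjusted p = 6.2e-04), while another rose in all genotypes, by 1.8 (SE 0.38, adjusted p = 0.00229), 1.74 (adjusted p = 0.00382) and 1.62 (adjusted p = 0.00594). The ELIP match rose at SS by 2.32 (SE 0.4, adjusted p = 3.3e-04) in Creso, 3.23 (adjusted p = 1.5e-05) in CS and 4.56 (adjusted p = 7.8e-08) in CS_5AL-10. The list holds only probe sets that the study had selected on these samples. None of the 3 photosynthesis probe sets of the platform annotation was differentially expressed at SS, with medians of -0.04, 0.46 and 0.66.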

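The MIP family gene, of the aquaporin type, rose from 4910 in CTRL to 9243 at MS and 17060 at SS in CS and from 5117 to 13420 and 23140 in CS_5AL-10, while the Creso means were 10.71, 15.98 and 8.238. Its log2 changes at SS were 1.84 (SE 0.17, adjusted p = 2.4e-07) in CS and 2.25 (adjusted p = 1.1e-08) in CS_5AL-10, and 1.08 (adjusted p = 9.3e-04) and 1.36 (adjusted p = 8.1e-05) at MS. That of 1.08 came under 2-fold with quantile normalization (0.92), without centring (0.91) and centred on the kept probe sets (0.95). Of 61 probe sets held here of cluster 2, 55 were higher in CS than in Creso in CTRL, with a median of 2.66, and at SS 37 were higher in CS, 34 in CS_5AL-10 and 12 in Creso. The SS response was lower in Creso than in CS for 12 of them and higher for 2. Of 58 of cluster 4, 56 were higher in CS than in Creso in CTRL, with a median of 3.1, and 22 fell at SS in CS, 32 in CS_5AL-10 and 11 in Creso. Of 31 tested of cluster 8, 26 were higher in CS in CTRL and 18 fell at SS in CS and 30 in CS_5AL-10, with 1 higher in Creso. These clusters were formed by the study on the profiles of these samples, so their counts are not independent evidence.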

On the contrary, clusters 2, 4 and 8 contain probe sets whose expression levels were lower in Creso than in CS and CS_5AL-10 (Figure 3A). Part of them were not expressed at all in Creso; they can therefore be considered bread wheat-specific. 

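All of the genes that the study tested by PCR for the D genome were higher in CS in CTRL plants, though most did not meet the rule applied here for absence in Creso. The study had chosen them for this difference in these samples, so its direction is not independent evidence. The largest differences were 9.5 (SE 0.31, adjusted p = 5.6e-17), 8.52 (SE 0.34, adjusted p = 1.2e-15) and 8.44 (SE 0.33, adjusted p = 5.7e-16) on the log2 scale. In Creso CTRL these 3 lay near or below the background stated in the paper, so the size of the differences follows the level in CS and the value added before the log. No detection calls were used here, so expression and its absence were read from the intensities alone.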

Whereas the probe sets of cluster 2 were up-regulated by drought stress, clusters 4 and 8 genes were down-regulated. Cluster 2 contains many genes known to be involved in drought and osmotic stress response such as *RAB18 *dehydrin, aldose reductase (catalyse the reaction from glucose to sorbitol involved in the detoxification of aldehydes [40]), ornithine cyclodeaminase (involved in proline synthesis from ornithine [41]). The probe set Ta.10398.1.S1_at, encoding aldose reductase, was not expressed in Creso (expression values lower than background), whereas its expression level was at least two times background in CS and CS_5AL-10 CTRLs, and raised to seven times background in CS under SS. This sequence, expressed and regulated only in *T. aestivum*, is a typical example of a gene likely located on the D genome or regulated by genomic elements of D genome (see below).

Clusters 15 and 19 represent probe sets down-regulated by SS more in Creso than in CS (Figure 3B). 

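The beta-expansin EXPB4, which loosens cell walls during growth, fell by 3.59 at SS (SE 0.42, adjusted p = 4.4e-06) in Creso, from 5142 in CTRL to 912.1 at MS and 364 at SS. In CS its change was 0.2 (adjusted p = 0.807), from a CTRL level of 237.7, and the responses of Creso and CS differed by -3.79 (SE 0.6, adjusted p = 1.0e-03). The gibberellin-regulated GASA5 match, of a family linked to growth, fell by 3.78 (SE 0.58, adjusted p = 1.1e-04) in Creso. Of the 20 probe sets held here of cluster 15, 13 were lower at SS in Creso, 9 in CS and 1 in CS_5AL-10, with medians of -1.28, -1.06 and -0.54. For the 19 of cluster 19, 3, 5 and 2 were lower, with medians of -0.68, -0.87 and -0.31. In neither cluster did the SS response of a probe set differ between Creso and CS, with median differences of -0.18 and 0. At SS against MS in Creso, 18 of cluster 15 and 15 of cluster 19 were lower. Both clusters were formed by the study on these samples, so these falls are not independent evidence. The paper proposes that Creso requires a higher stress level than CS to activate the block of growth.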

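A beta-tubulin match (TUB6), a component of microtubules, was at 2593 in CTRL, 4329 at MS and 753.6 at SS in Creso, and at 3169, 1834 and 897.5 in CS. Its log2 changes at SS were -1.62 (SE 0.26, adjusted p = 1.6e-04) in Creso and -1.74 (adjusted p = 1.2e-04) in CS, and their difference was 0.12 (adjusted p = 0.909). Of 10 tubulin and actin probe sets of the platform annotation, 3 were lower at SS in Creso, 4 in CS and 0 in CS_5AL-10, also when adjusted over the list alone, with medians of -0.58, -0.89 and -0.32. The list was lower than other genes in Creso (camera adjusted p = 2.9e-05, adjusted p = 0.284 with an estimated correlation) and in CS (adjusted p = 2.6e-06, adjusted p = 0.216 with an estimated correlation), but not in CS_5AL-10 (adjusted p = 0.0777). Of 6 further tubulin and actin probe sets with Arabidopsis matches in additional file 1, chosen on these samples, 2 were higher and 4 lower in Creso, 2 and 3 in CS, and 2 and 1 in CS_5AL-10. Among 20 measured cell wall probe sets of the same source, 5 were higher and 6 lower in Creso, 4 and 5 in CS, and 6 and 2 in CS_5AL-10, with 5 and 7, 4 and 6, and 6 and 3 when adjusted over the list alone. The xyloglucan endotransglycosylase match rose at SS by 2.9 (SE 0.4, adjusted p = 2.6e-05), 3.01 (adjusted p = 3.1e-05) and 2.38 (adjusted p = 2.6e-04), while the germin-like GER1, a protein of the cell wall space, fell by 3.94 (SE 0.48, adjusted p = 6.7e-06) in Creso. The single cell wall gene of the platform annotation was not differentially expressed at SS, with log2 changes of 0.28, -1.71 and -1.61.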

Many probe sets from clusters 15 and 19 are related to genes encoding microtubules, cytoskeleton elements, cell wall biosynthetic enzymes and drought-responsive proteins. A common response to drought stress in plant is a block in cell growth to reduce transpiration leaf surface [42,43]. The repression of the genes involved in the synthesis of cytoskeleton and the production of enzymes involved in cell wall synthesis/degradation support the stress-dependent reduction in cell growth. The transcriptomic data suggest that Creso requires a higher stress level compared to CS to activate this response.

A peculiar expression behavior was found in the 91 probe sets grouped in Cluster 6 (Figure 3C). 

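Of the 9 probe sets held here of cluster 6, 4 were higher at MS than in CTRL in CS_5AL-10, with a median log2 change of 1.88, 1 was higher in CS and 0 in Creso. Without 4 arrays that were each the farthest of their own condition, though not the 4 farthest of all, 0 were higher in CS_5AL-10. That setting was chosen after seeing the data. The difference between the MS responses of CS_5AL-10 and CS had a median of 1.95 and passed the test for 0 of them. At SS none was differentially expressed in any genotype, with medians of 0.6 in Creso, -0.16 in CS and 0.74 in CS_5AL-10. The study chose and clustered these probe sets on these samples.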

Their expression levels were significantly up-regulated in CS_5AL-10 exposed to MS only. 13 probe sets of this cluster show similarity with transposon and retrotransposon sequences.

Cluster 21 groups probe sets slightly up-regulated by drought stress in bread wheat samples only, although the expression level of these probe sets in CTRL conditions was higher in Creso than in CS (Figure 3D). 

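Of the 19 probe sets held here of cluster 21, 13 were higher at SS in CS and 3 in CS_5AL-10, while in Creso 1 was higher and 1 lower, with medians of 1.16, 0.73 and 0.34. At MS 4 were higher in CS. In CTRL 15 were lower in CS than in Creso, with a median of -1.64, and 5 were lower in CS_5AL-10 than in CS. The SS response differed between Creso and CS for 3 of them, with a smaller change in Creso, and had a median difference of -0.75. The study chose and clustered these probe sets, too, on these samples, which gives no independent evidence of their profile.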

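The CIPK10 probe set, for a kinase activated by calcium sensors, was at 3060 in Creso CTRL, and in CS it went from 255.7 in CTRL to 907.1 at MS and 1928 at SS. Its log2 changes in CS were 1.95 (SE 0.38, adjusted p = 0.00526) at MS and 2.84 (adjusted p = 4.5e-05) at SS. In Creso the change at SS was 0.5, which did not pass the test, and the responses differed by -2.34 (SE 0.54, adjusted p = 0.0188), a difference that did not pass without Creso SS replicate 2 (adjusted p = 0.0617) or CS CTRL replicate 2 (adjusted p = 0.0527). In CS_5AL-10 the rise at SS of 1.62 (adjusted p = 0.00671) did not pass without SS replicate 2 (adjusted p = 0.0666) or in a separate fit of this comparison (adjusted p = 0.0501). CIPK9, a kinase known from potassium supply, had changes at SS of 0.39 (SE 0.18, adjusted p = 0.152) in Creso, 0.31 (adjusted p = 0.286) in CS and 1.06 (adjusted p = 3.1e-04) in CS_5AL-10, the last of which came under 2-fold with quantile normalization (0.97), without centring (0.98) and without CS_5AL-10 CTRL replicate 3 (0.94) or SS replicate 3 (0.9). In CTRL it was lower in CS_5AL-10 than in CS, with a log2 difference of -1.51 (adjusted p = 3.4e-06).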

Two SNF1-related protein kinases (*CIPK10*-CBL-interacting protein kinase, Ta.25609.1.S1_at and *CIPK9*, Ta.451.1.S1_at) are present in cluster 21. The homologous Arabidopsis gene, SNF1-related protein kinase 2 (*SnRK2*), encodes an osmotic stress-activated protein kinase. Insertional mutants exhibited drought hypersensitivity in roots and, conversely, transgenic plants over-expressing *SnRK2 *displayed a higher drought tolerance associated with the up-regulation of many stress-responsive genes as *RD29A*, *COR15A*, and *DREB1A/CBF3 *[44].

### Metabolic pathways activated under drought stress: conserved and divergent features

The Affymetrix GeneChip^® ^Wheat Genome Array covers all the genes corresponding to the main biosynthetic pathways. In many cases, each enzyme is represented by more than one probe set, apparently due to the existence of different isozymes and alleles. We took advantage from this feature to investigate the regulation of the enzymes involved in two main drought-related pathways leading to the accumulation of ABA and proline.

Thirty-two probe sets related to ten enzymes of carotenoid-ABA biosynthesis are present on the Affymetrix wheat microarray. Figure 4 illustrates a schematic representation of the biosynthetic pathway [45,46] with indication of the probe sets corresponding to the enzymes modified during drought treatment. In the additional file 2 (ABA-related probe sets) all probe sets corresponding to ABA biosynthetic enzymes are listed with their expression level. 

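Of 32 probe sets for enzymes of carotenoid and ABA synthesis, 25 were measured above the filter. At SS 8 were higher in Creso, 10 in CS and 7 in CS_5AL-10, and none was lower, with medians of 0.64, 0.55 and 0.63. Adjusted over the list alone, 9, 10 and 7 were higher. At MS 2, 10 and 5 were higher. Among the higher probe sets, NCED accounted for 4 of the 8 in Creso, 5 of the 10 in CS and 4 of the 7 in CS_5AL-10. A further NCED probe set rose in CS by 2.26 (SE 0.44, adjusted p = 0.00444) at MS and 1.9 (adjusted p = 0.00594) at SS. The list rose relative to other genes at SS in Creso (camera adjusted p = 3.3e-04), CS (adjusted p = 2.6e-07) and CS_5AL-10 (adjusted p = 6.3e-07), which with an estimated correlation gave adjusted p = 0.216, adjusted p = 0.141 and adjusted p = 0.141. In CTRL 10 of these probe sets were lower and 0 higher in CS than in Creso. No SS response in the list differed between Creso and CS over all probe sets tested, and 1 did when adjusted over the list alone.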

The transcripts encoding *NCED *were the most significantly up-regulated in response to drought in all genotypes (Figure 4). In other species, a detailed study of *NCED *expression during water stress has shown a tight correlation between mRNA expression, protein level, and ABA content in dehydrated leaves and roots, indicating a regulatory role of NCED in ABA biosynthesis [47]. Furthermore, over-expression of *NCED *in tomato plants results in the over-production of ABA [48]. The microarray carries 12 *NCED-*related probe sets (additional file 2: ABA-related probe sets): four were not expressed, four were expressed and not modulated during dehydration treatment, while four probe sets (Ta.12813.1.S1_x_at, Ta.12813.2.S1_x_at, TaAffx.13292.1.S1_at and TaAffx.13292.1.S1_s_at) were differentially expressed with a cluster 3-related expression profile (the more severe the stress, the higher the expression level in all genotypes). These data support the hypothesis that, like in other plants, wheat ABA synthesis is regulated mainly through transcriptional induction of *NCED*.

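Of the 12 NCED probe sets on the array, 10 passed the filter. At MS 2 were higher in Creso, 5 in CS and 4 in CS_5AL-10, and between SS and MS 3 were higher in Creso and 1 in CS. In CTRL plants 5 of them were lower in CS than in Creso. At MS the second of the 4 that the paper lists rose by 2.12 (SE 0.32, adjusted p = 7.4e-04) in CS and by 1.96 (adjusted p = 0.00105) in CS_5AL-10. From the induction of these probe sets and from work in other plants, the paper proposes that wheat controls its ABA synthesis mainly by inducing NCED transcription.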

**Figure 4:**
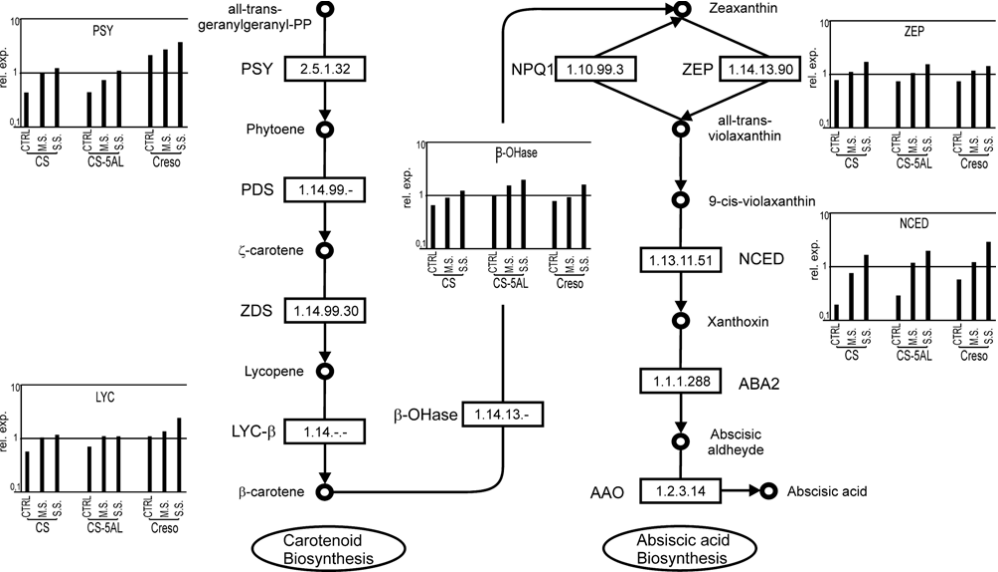
**Brief overview of the ABA pathway (inferred by KEGG, **[45]**)**. On the left side the β-carotene biosynthesis steps. On the right the ABA-dedicated enzymatic reactions. Several probe sets related to ABA synthesis enzymes (PSY, LYC- β, β-OHase, NCED) were up-regulated by drought stress. Their expression levels based on array data are showed in the corresponding histograms. 2.5.1.32 = Phytoene synthase (PSY); 1.14.99.-= Phytoene desaturase (PDS); 1.14.99.30 = ζ-carotene desaturase (ZDS); 1.14.-.-= Lycopene β-cyclase (LYC-β); 1.14.13.- = β-carotene hydroxylase (β-OHase); 1.10.99.3 = Violaxanthin de-epoxidase (NPQ1); 1.14.13.90 = Zeaxanthin epoxidase (ZEP); 1.13.11.51 = 9-*cis*-epoxycarotenoid dioxygenase (NCED); 1.1.1.288 = xanthoxin dehydrogenase (ABA2); 1.2.3.14 = Abscisic aldehyde oxidase (AAO).

In plants, the β-xanthophylls violaxanthin and neoxanthin are biosynthetic precursors of ABA [49]. 

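Zeaxanthin epoxidase, which converts zeaxanthin to violaxanthin, rose at SS by 1.42 (SE 0.23, adjusted p = 1.7e-04) in Creso, 1.35 (adjusted p = 4.4e-04) in CS and 1.71 (adjusted p = 2.5e-05) in CS_5AL-10, and the responses of Creso and CS differed by 0.08 (adjusted p = 0.935). At MS its changes were 0.79 (adjusted p = 0.0781) in Creso, 1.14 (adjusted p = 0.00569) in CS and 1.01 (adjusted p = 0.0125) in CS_5AL-10. That in Creso passed the test without CTRL replicate 1 (adjusted p = 0.0325), and that in CS did not without CTRL replicate 2 (adjusted p = 0.0555) and came under 2-fold with quantile normalization (0.95) and without centring (0.97). In CS_5AL-10 it came under 2-fold with 64 added (just under 1) and did not pass without CTRL replicate 1 (adjusted p = 0.0548), CTRL replicate 3 (adjusted p = 0.0724) or MS replicate 2 (adjusted p = 0.0657). The probe sets for phytoene desaturase, zeta-carotene desaturase, violaxanthin de-epoxidase and xanthoxin dehydrogenase that passed the filter were not differentially expressed in any drought comparison.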

In our experiment we have indeed found that several probe sets encoding enzymes involved in β-xanthophyll biosynthesis were up-regulated by drought to the same extent in all three genotypes (Figure 4). Ta.20776.1.S1_at, homologous to phytoene synthase 1 (*PSY1)*, was induced during dehydration with a cluster 1 type expression profile, a behavior different from what observed in maize leaves, where *PSY2*, rather than *PSY1 *is induced by water stress [50]. 

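Phytoene synthase 1 (PSY1), the entry enzyme of carotenoid synthesis, rose at SS by 1.52 (SE 0.17, adjusted p = 4.4e-06) in CS and by 1.38 (adjusted p = 9.7e-06) in CS_5AL-10. In Creso it rose by 1.02 (adjusted p = 2.8e-04), a change that came under 2-fold with quantile normalization (0.83), with 64 added (0.95), without centring (0.88), centred on the kept probe sets (0.92) and without Creso CTRL replicate 2 (0.85) or SS replicate 1 (0.98). At MS it rose by 1.3 (adjusted p = 2.2e-04) in CS, with 0.54 (adjusted p = 0.104) in Creso and 0.67 (adjusted p = 0.0249) in CS_5AL-10. In CTRL it was lower in CS than in Creso, with a log2 difference of -2.37 (adjusted p = 5.2e-11), and the SS responses of Creso and CS differed by -0.51 (adjusted p = 0.287).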

A probe set encoding lycopene β-cyclase (*LYC-β*; 3 probe sets on the microarray), a probe set encoding β-carotene hydroxylase (*β-OHase*; 3 probe sets on the microarray) and a probe set encoding zeaxanthin epoxidase (*ZEP*; 2 probe sets on the microarray) were all induced in response to drought suggesting a general up-regulation of the whole pathway. Nevertheless, whereas the expression level of the two probe sets related to *LYC-β *and *β-OHase *in CTRL and drought samples were significantly different, the *ZEP *probe set failed the statistical test even if it was induced by drought stress. 

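Of the 3 probe sets for lycopene beta-cyclase, which makes beta-carotene, 1 rose in CS by 2.2 (SE 0.47, adjusted p = 0.0083) at MS and 2.16 (adjusted p = 0.00379) at SS, with changes at SS of 1.26 (adjusted p = 0.0764) in Creso and 0.71 (adjusted p = 0.387) in CS_5AL-10. The SS responses of Creso and CS differed by -0.9 (adjusted p = 0.525), and without CS CTRL replicate 1 by -1.76 (adjusted p = 0.0439). The rise at MS in CS did not pass the test without CS CTRL replicate 2 (adjusted p = 0.0769) or 3 (adjusted p = 0.0629) or in a separate fit (adjusted p = 0.0718), in which the SS change in Creso did (adjusted p = 0.0263), as it did with 64 added (adjusted p = 0.0302). Another rose at SS by 1.18 (SE 0.29, adjusted p = 0.00704) in Creso, which came under 2-fold with quantile normalization (0.97). Of the 3 probe sets for beta-carotene hydroxylase, which makes zeaxanthin, 1 rose at SS by 1.34 (SE 0.27, adjusted p = 0.00152) in Creso, with 0.81 (adjusted p = 0.0533) in CS, or 1.09 (adjusted p = 0.0162) without CS SS replicate 2. In CS the other 2 were higher both at MS and at SS, and in CS_5AL-10 none of the 3 was higher at MS and 1 was at SS.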

Abscisic aldehyde oxidase 3 (AAO3) catalyzes the final step in abscisic acid biosynthesis in Arabidopsis [51]. 

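Abscisic aldehyde oxidase, which carries out the last step of ABA synthesis, had log2 changes at SS of -0.12 (SE 0.51, adjusted p = 0.911) in Creso, 0.46 (adjusted p = 0.614) in CS and 0.6 (adjusted p = 0.521) in CS_5AL-10. At MS they were 0.28 (adjusted p = 0.848), 0.1 (adjusted p = 0.945) and 0.16 (adjusted p = 0.91).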

One probe set with high sequence similarity with the *AAO *gene is carried by the wheat microarray though its expression was not modified under the tested conditions. This might suggest that in wheat *AAO *has a different regulation profile compared to Arabidopsis where this transcript is usually induced in response to drought stress [51].

In plants, proline can be synthesized starting from either glutamate or ornithine. Ornithine is the preferential precursor under normal conditions [52], whereas proline is made directly from glutamate under stress conditions [53]. The glutamate-dependent pathway begins with the conversion of glutamate to pyrroline-5-carboxylate catalysed by P5CS (Δ-Pyrroline-5-carboxylate synthase) [45,54,55] (Figure 5). Subsequently, the pyrroline-5-carboxylate is turned into proline by pyrroline-5-carboxylate reductase (P5CR). 

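Delta-1-pyrroline-5-carboxylate synthetase (P5CS), which makes proline from glutamate, had log2 changes at MS of 1.77 (SE 0.34, adjusted p = 0.00687) in Creso, 2.2 (adjusted p = 7.8e-04) in CS and 1.87 (adjusted p = 0.00229) in CS_5AL-10. At SS they were 2.17 (adjusted p = 1.2e-04), 2.54 (adjusted p = 3.2e-05) and 3.01 (adjusted p = 2.3e-06). The SS responses of Creso and CS differed by -0.38 (adjusted p = 0.742).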

*P5CS *is represented by one probe set (Ta.7091.1.S1_at) (see additional file 3: Proline-related probe sets) and its expression level was induced along with the drought stress intensity in all genotypes. The expression level in Creso was constantly higher than in CS and CS_5AL-10 samples (Figure 5). 

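The mean P5CS intensity was 8755 in CTRL, 28640 at MS and 35750 at SS in Creso, 2238, 10090 and 14370 in CS, and 2674, 9516 and 19430 in CS_5AL-10. In CTRL the log2 difference from Creso was -2.2 (SE 0.34, adjusted p = 9.5e-06) for CS and -2.01 for CS_5AL-10. How well the probes match the genes of each species was not tested.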

P5CS is considered the main regulatory enzyme in proline synthesis [56] and its up-regulation in stress conditions supports proline production also in wheat plants. Three probe sets showed high sequence similarity with *P5CR*, though no one was differentially expressed.

**Figure 5:**
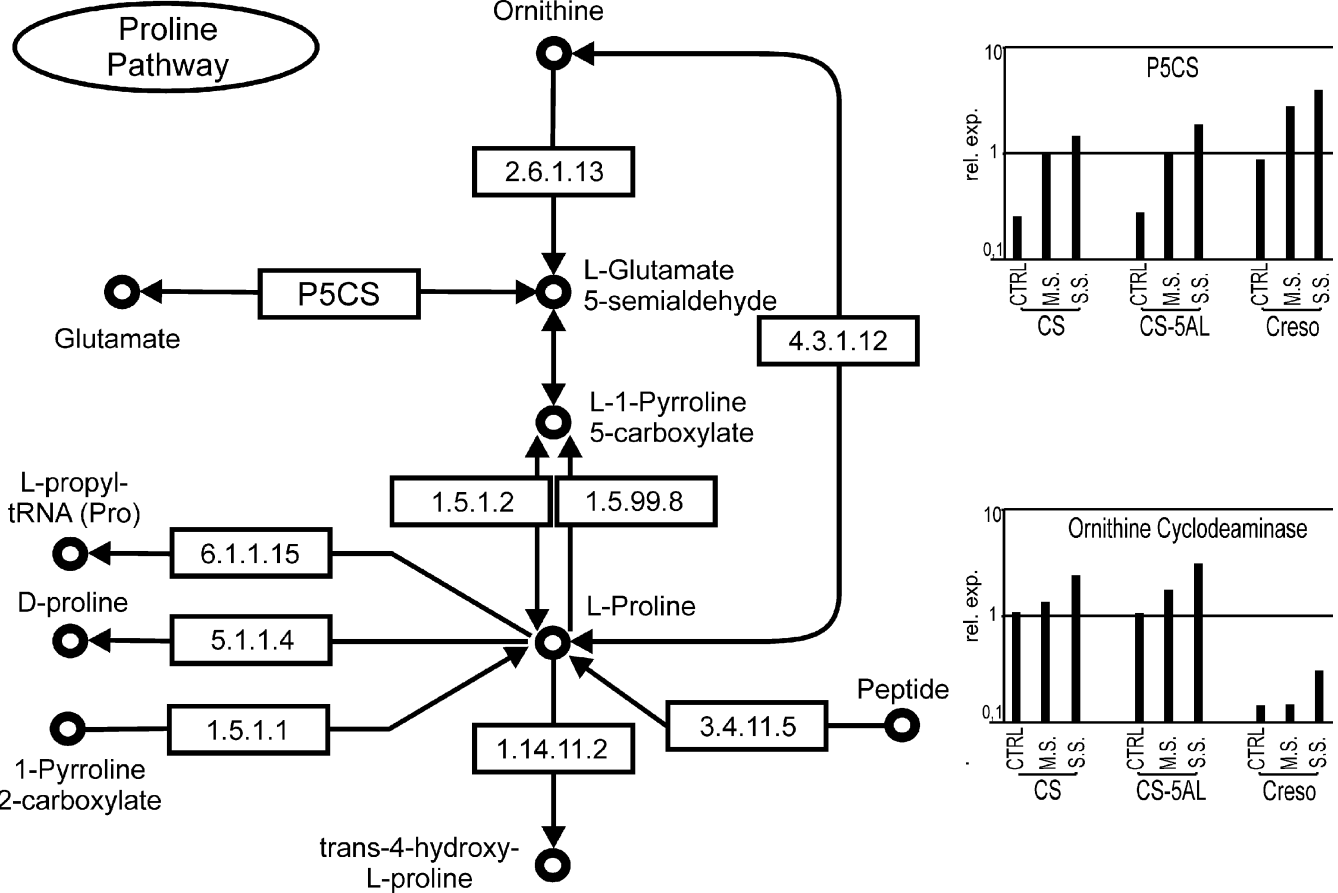
**Overview of proline biosynthesis and main catabolic reactions (inferred by KEGG**, [45]). Only the P5CS and ornithine cyclodeaminase probe sets were found to be differentially expressed. The expression levels based on array data are showed in the corresponding histograms. 2.6.1.13 = ornithine aminotransferase; P5CS = Δ-pyrroline-5-carboxylate synthase; 4.3.1.12 = ornithine cyclodeaminase; 1.5.1.2 = Δ-pyrroline-5-carboxylate reductase; 1.5.99.8 = proline dehydrogenase; 6.1.1.15 = prolyl-tRNA synthase; 5.1.1.4 = proline racemase; 1.14.11.2 = prolyl hydroxylase; 3.4.11.5 = proline iminopeptidase; 1.5.1.1 = pyrroline-2-carboxylate reductase.

**Figure 6:**
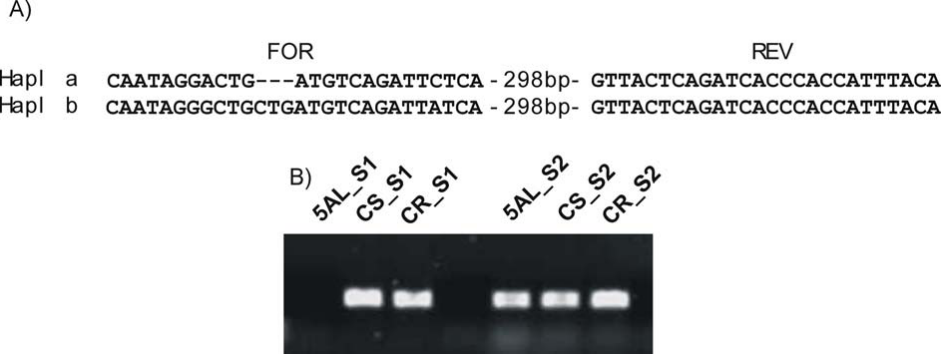
**PCR-mapping of genes putatively located on the 5AL-10 deleted region**. The example reported refers to the sequence corresponding to probe set Ta.9404.1.A1_at. The sequence is moderately similar to a rice kinase (Os03g0107400). A) Alignment between the sequence used to design the probe set (Hapl a) and a homoeologous gene (Hapl b). Sequences used to design the primers are highlighted. The forward (FOR) primer is haplotype-specific, while the reverse (REV) primer is common. B) PCR reaction performed using the primers shown in A). Since the primer pair for Hapl a amplified the target sequence in both CS and Creso and no amplicon was observed in CS-5AL-10, the haplotype ''a'' correspond to a sequence located on to the 5AL-10 deleted region. 5AL: CS-5AL-10 deletion line. CS: Chinese Spring. CR: Creso; S1: Haplotype 1 – specific primers; S2: Haplotype 2 – specific primers.

The synthesis of proline via the ornithine-dependent pathway is regulated by ornithine-δ-aminotransferase (OAT). Five *OAT*-related probe sets were present on the microarray, and none of them was differentially expressed (see additional file 3: Proline-related probe sets). 

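Of the 5 probe sets for ornithine aminotransferase, which links ornithine to proline, 4 passed the filter. The 1 that passed the test rose at SS by 1.09 (SE 0.22, adjusted p = 0.00251) in CS, which came under 2-fold without CS SS replicate 1 (0.8). Its changes were 0.99 (adjusted p = 0.00427) in Creso and 0.68 (adjusted p = 0.0495) in CS_5AL-10, both under 2-fold, and in CTRL it differed between CS and Creso by -1.1 (adjusted p = 2.9e-04), which came under 2-fold with quantile normalization (-0.83), without centring (-0.86), with 64 added (-0.99) and without Creso CTRL replicate 2 (-0.96). The change in Creso reached 2-fold with 1 added (1.02) and without CTRL replicate 1 (1.03), CTRL replicate 2 (1.12) or SS replicate 2 (1.02). In Creso 1 of the 4 was higher at SS than at MS.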

Alternatively, ornithine cyclodeaminase is able to convert ornithine into proline in a one step reaction [41]. The ornithine cyclodeaminase-related probe set (TaAffx.3441.1.S1_at) was induced by drought stress in CS and CS_5AL-10 (Figure 5), while its expression level in Creso was lower than background in CTRL and MS and minimally induced in SS. 

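The ornithine cyclodeaminase probe set, for the enzyme that converts ornithine to proline in a single step, had intensities of 262.6 in CTRL, 338.4 at MS and 528.3 at SS in Creso, 1351, 1653 and 2896 in CS, and 1317, 2375 and 3770 in CS_5AL-10. At SS its log2 changes were 1.56 (SE 0.23, adjusted p = 5.9e-05) in CS_5AL-10, 1.11 (adjusted p = 0.00224) in CS and 1.1 (adjusted p = 0.00171) in Creso, and the responses of Creso and CS differed by 0 (SE 0.32, adjusted p = 0.999). The change in Creso came under 2-fold with quantile normalization (0.9), with 64 added (0.95) and without centring (0.97), and that in CS without CS CTRL replicate 2 (0.95) or CS SS replicate 1 (0.92). At MS the changes were 0.4, 0.47 and 0.8 in Creso, CS and CS_5AL-10, all under 2-fold. In CTRL the probe set was higher in CS than in Creso by 2.05 (adjusted p = 7.5e-08). From this gene and P5CS, the paper states that P5CS is activated in all genotypes, and that ornithine cyclodeaminase is expressed more, and raised by drought, mainly in bread wheat.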

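Of 18 probe sets for proline synthesis and breakdown, 12 passed the filter, and at SS 2 were higher in Creso, 3 in CS and 2 in CS_5AL-10, with medians of 0.22, 0.46 and 0.41 (3, 3 and 2 when adjusted over the list alone). The measured probe sets for proline dehydrogenase, which degrades proline, pyrroline-2-carboxylate reductase and prolyl-tRNA synthetase were not differentially expressed in any drought comparison. Against other genes the list was higher at SS in CS (camera adjusted p = 0.0056, adjusted p = 0.216 with an estimated correlation) and CS_5AL-10 (adjusted p = 0.0129, adjusted p = 0.216 with an estimated correlation), and in Creso it did not pass the test (adjusted p = 0.121). In CTRL 5 of the 12 were lower and 1 higher in CS than in Creso.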

No other probe sets corresponding to enzymes of proline pathway or proline catabolism were modified in the drought treated samples.

Transcriptional analysis of the genes involved in proline metabolism highlighted that all genotypes activate the transcription of *P5CS*, although its expression level was higher in Creso than in bread wheat. On the contrary, ornithine cyclodeaminase was preferentially expressed and up-regulated by drought in bread wheat (Figure 5). The list of probe sets related to proline metabolism and the corresponding expression levels are summarized in the additional file 3: Proline-related probe sets.

### Expression level-based gene mapping

A specific absence of gene expression observed in durum wheat (AABB) compared to bread wheat (AABBDD) could be due to the localization of the corresponding genes on D genome. Similarly, a specific absence of gene expression in the CS_5AL-10 deletion line, could be due to the localization of the corresponding genes in the deleted chromosomal region. The transcriptomic data allowed the identification of genes whose expression level is very low ("absent call") in all Creso or CS_5AL-10 samples and high in all CS samples. Using the very stringent parameters described in Materials and Methods with the expression level in the "present call" more than 3 times the background value, 278 genes putatively located on the D genome and 28 genes putatively located on the long arm of chromosome 5A were identified. 

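The aquaporin-type gene of the MIP family, with a mean of 11.6 over all Creso arrays, 10405.2 in CS and 13892.6 in CS_5AL-10, is among the D genome candidates. Counted on the deposited intensities, 219 probe sets lay below the background of 39.96 stated in the paper on all Creso arrays and above 3 times this value on all bread wheat arrays. The mirrored rule, low in bread wheat and high in Creso, gave 11. For the deleted region, 17 probe sets lay below the background on all CS_5AL-10 arrays and above 3 times it on all CS arrays, and 0 the other way. Of the 70 and 25 genes that the study tested by PCR, only 16 and 7 are among these candidates. Haplotype a mapped to the D genome for 11 of the 16 and to the deleted region for 3 of the 7. The others gave another result or none. The candidates for the deleted region include 1 with a mean of 9693.4 in CS and 14.6 in CS_5AL-10, and another at 2488.6 and 5.9. The background value was stated for the raw arrays and applies only nominally to scaled MAS5 values, and detection calls were not used here. With the background threshold doubled the counts were 540 and 54, halved 53 and 6, at the array's median 430 and 55, and with the background raised 4.93 times, the ratio of the deposited to the published values, 492 and 57. From genes silent where a genome or segment is missing, the paper reasons that expression can place genes on the D genome or the deleted region.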

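With the bread wheat arrays needing only to exceed the background itself, 378 probe sets, the aquaporin-type gene among them, met the rule for the D genome and 22 its mirror image, and 24 met the rule for the deleted region of CS_5AL-10 and 2 its mirror image. With the background doubled the counts were 1148 and 85, halved 70 and 10, at the array's median 903 and 96, and with the raised background 1371 and 150.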

Using more relaxed criteria with a threshold of 1 time the background value and no filter on "present calls", the analysis yielded 1049 genes putatively located on the D genome and 127 genes putatively located on the long arm of chromosome 5A.

To verify this mapping assignment, a collection of randomly selected probe sets corresponding to genes putatively localized on the D genome and all probe sets putatively localized on the 5AL-10 deleted region, were mapped as described in Materials and Methods. Briefly, oligonucleotides able to discriminate between haplotypes were designed (Figure 6) and used to amplify DNA from the 3 genotypes (Creso, CS and CS_5AL-10). The obtained PCR bands were then re-sequenced in order to confirm their correspondence to the targeted haplotype.

Seventy genes putatively mapping on the D genome were analyzed. Of these, 38 gave a useful mapping result and for 32 genes, haplotype "a" (which was the one showing maximum homology to the Affymetrix probe set) was found to map on genome D. Similarly, 25 genes, putatively located on the CS_5AL-10 deleted region, were analyzed. 

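All of the 70 genes tested by PCR for the D genome were higher in CS than in Creso in CTRL plants, with a median log2 difference of 5.96 and a range of 3.75 to 9.5. The 32 whose haplotype a mapped to the D genome had a median of 5.72, the 6 whose haplotype a was found on all genomes 6.46 and the 32 without a mapping result 6.06. The smallest differences were 3.75 (SE 0.3, adjusted p = 3.9e-10), 3.97 (SE 0.37, adjusted p = 4.5e-09) and 4.18 (SE 0.36, adjusted p = 9.9e-10). At SS 6 of the 70 were higher and 1 lower in Creso, 4 and 1 in CS, and 4 and 3 in CS_5AL-10. The study chose these genes for their difference in these samples, which is not independent evidence of its direction, and the PCR itself was not analysed here.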

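All of the 25 genes tested by PCR for the deleted region were lower in CS_5AL-10 than in CS in CTRL plants, with a median log2 difference of -5.7 and a range of -8.53 to -3.42. For the 12 whose haplotype a mapped there the median was -5.43. The largest differences were -8.53 (SE 0.26, adjusted p = 6.7e-17), -8.11 (SE 0.33, adjusted p = 1.4e-14) and -7.97 (SE 0.32, adjusted p = 8.3e-15), and the smallest -3.42 (SE 0.4, adjusted p = 3.1e-06), -3.95 (SE 0.3, adjusted p = 1.2e-09) and -4.23 (SE 0.33, adjusted p = 2.5e-09). The gene that the paper shows as its PCR example, similar to a rice kinase, had an intensity of 886.1 in CS, 31.2 in CS_5AL-10 and 1296 in Creso, a difference of -4.23 (SE 0.38, adjusted p = 3.8e-08) between CS_5AL-10 and CS. The gene that the paper gives as the exception in mapping was at 1369, 13.04 and 2293, a difference of -5.61 (SE 0.34, adjusted p = 2.5e-11). At SS 2 of the 25 were higher in Creso, 1 higher and 1 lower in CS, and 1 higher in CS_5AL-10. In CS_5AL-10 the largest differences are set against intensities near or below the background, so their size is not a measured fold. These genes, too, were chosen by the study on these samples.

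**Figure D3:**
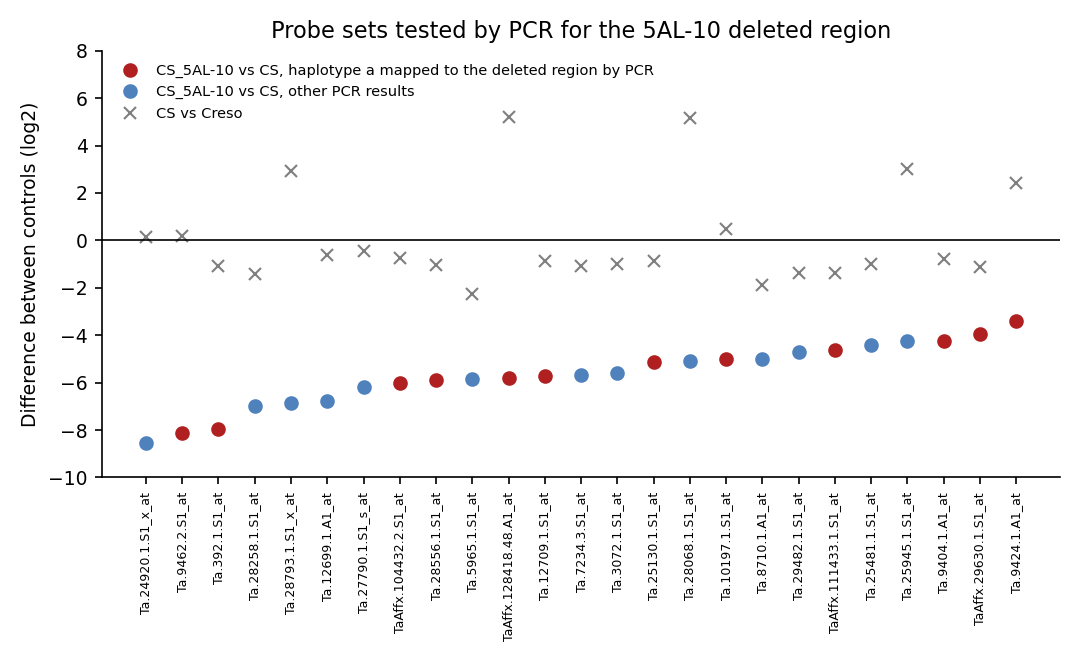
Log2 difference in intensity of the 25 PCR-tested probe sets in CTRL plants, ordered by CS_5AL-10 against CS, with red circles for genes whose haplotype a mapped to the deleted region, blue circles for other PCR results and grey crosses for CS against Creso. All circles lie below 0, between -8.53 and -3.42.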

13 gave a specific mapping result and for 12 of them, haplotype "a" was found to map on CS_5AL-10, according to expectations. Only one exception was found (Ta.3072.1.S1_at), with haplotype "b" mapping on CS_5AL-10, and haplotype "a" on all genomes. The probability of these results occurring by chance is less than 0.001 according to the χ^2 ^test for both datasets, suggesting that the criteria used to predict the chromosome/genome location based on expression data were highly reliable. Since the identification of the genes putatively mapped on D genome (or on CS_5AL-10) was based on expression data, the sequences not confirmed by mapping experiment probably represent genes whose expression is controlled by factor(s) carried on D genome (or on CS_5AL-10). The failure of several gene localizations could also be explained considering that the wheat genome is far from being completely sequenced; consequently a non-specific primer design is likely to occur.

The detailed results for all probe sets tested are reported in the additional file 4: D genome expression based mapping and in the additional file 5: 5AL-10 expression based mapping.

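Of the D genome candidates, 3 strict and 4 relaxed ones rose at SS in CS, among them the aquaporin-type gene of the MIP family. The others carry no gene name in the annotation. Of the candidates for the deleted region, 0 of 17 strict and 0 of 24 relaxed ones rose at SS in CS.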

Some of the genes defined as located on the D genome (relaxed threshold), were also up-regulated by drought stress in CS. Among them there are four aquaporins, an aldose reductase, a bZIP transcription factor and a dehydrin (cluster 2 Figure 3A). 

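A separate list holds 4 probe sets with Arabidopsis matches to aquaporins. At SS 1 was higher and 1 lower in Creso, 1 was higher in CS, and 1 was higher and 1 lower in CS_5AL-10. The median log2 changes were -0.33, 0.25 and -0.06. The list was drawn by name from the part of additional file 1 held here, which the study selected on these samples. It was not drawn from the D genome candidates. Its counts therefore do not test the aquaporins that the paper places on the D genome.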

Although these genes might have an effect on drought tolerance, it is unlikely that they are responsible for inter-specific differences in drought tolerance between durum and bread wheat.

Among the probe sets putatively localized on chromosome 5A (relaxed threshold) there are two well known stress-related genes: the dehydrin *WCOR719 *and *CBF1*, a member of the *CBF *cluster involved in cold-tolerance [57]. The *CBF *locus has been precisely mapped on long arm of the chromosome 5A and represents a marker for many loci controlling traits such as cold tolerance, and amino acid content in response to salt stress [58-60] all absent in CS_5A-10. 

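A photosystem I subunit III match had intensities of 2872 in CTRL, 5719 at MS and 6644 at SS in CS, 108.2 in CS_5AL-10 CTRL and 7507 in Creso CTRL, and differed between CS_5AL-10 and CS by -4.69 (SE 0.34, adjusted p = 5.1e-10). Its rise at SS in CS, 1.27 (adjusted p = 0.0149), did not pass the test without CS CTRL replicate 2 (adjusted p = 0.078), CS CTRL replicate 3 (adjusted p = 0.0606) or CS SS replicate 1 (adjusted p = 0.0566). The glyoxalase (lgul) was at 2054 at MS and 2527 at SS in CS, a log2 change at SS of 1.03 (adjusted p = 0.147), which passed the test in a separate fit of this comparison (adjusted p = 0.0064).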

Three probe sets (Lipid Transfer Protein, glioxylase and PSI-related protein) putatively located on long arm of chromosome 5A were also up-regulated in drought stressed CS.

## Discussion

Changes in mRNA expression following abiotic stresses have been extensively analyzed in plant species using microarrays. Different stress conditions, tissues and plant species, from Arabidopsis to cereal crops [10-17], have been investigated with microarray tools to find drought-regulated genes. Roots and leaves from seedlings were analyzed in wheat, barley and rice to describe the variation in gene expression induced in response to a dehydration shock imposed for few hours [16,61,62]. A slow-drying treatment was applied to study the transcriptome changes in wheat leaves at booting stage [63], or in developing kernels in maize and rice [64,65]. The comparative analysis of these data highlight that the conservation of the molecular response to dehydration across species and across experiments is generally low despite the presence of common regulatory mechanisms. For instance, the comparison between the genes found to be up- or down-regulated in Arabidopsis in response to dehydration by Matsui et al. [10] (more than 4,000 genes) with those found in the experiment here described highlighted only 68 and 180 common genes for CS and Creso, respectively. When Talamè et al. [17] compared the expression changes in leaves of barley plants subjected to slow or rapid drying, only a small portion of differentially expressed transcripts (about 10%) showed similar expression profile regardless of the dynamics of the water stress treatment. Variations in the response to drought depending on stress dynamics and on the stage of development were also reported for specific stress-responsive genes in durum wheat by De Leonardis et al. [66]. These results underline the importance of selecting stress conditions and tissues representing a physiological status that has a relevant role during field growth to identify pathways with a field relevant role in stress tolerance. In the present work, bread and durum wheat plants were subjected to a slow drought stress during grain filling, a critical stage for yield determination. The expression analysis was carried out on glumes, the last green and photosynthetically active tissues during grain filling. For these reasons our work, more than others, should give a close representation of a yield-relevant drought response.

The durum and the bread wheat genotypes considered in this work showed different reactions to the water stress treatment when grown in soils with the same amount of available water. CS and CS_5AL-10 were characterized by less negative leaf water potential values and they took much longer than durum wheat to reach these values, suggesting that a moderate water stress can already induce in these genotypes a response leading to a lower water loss. Differences in response to water stress between hexaploid and tetraploid genotypes were already described in previous reports. Gavuzzi et al. [67] compared 6 bread wheat, 6 durum wheat and 6 barley genotypes for physiological parameters following water stress, and found that bread wheat had the smallest water loss values. In a similar experiment, two hexaploid genotypes exhibited a higher level of proline with respect to two tetraploids in response to drought [68]. In our experiment, bread and durum wheat were characterized by a significantly different drought response. 106 probe sets were above the induction threshold when MS and CTRL samples were compared in CS. On the contrary, in Creso no probe set was above the induction threshold in the same comparison and only in SS *vs *MS and SS *vs *CTRL comparisons was possible to identify significantly induced/repressed genes. For instance, a set of genes encoding microtubule subunits and cell wall degradation enzymes was found down-regulated in Creso after the SS only (Figure 3B, clusters. 15 and 19). These transcriptional changes suggest a block in cell division and/or elongation supporting a smaller transpiring surface, a typical component of the plant drought response [42,43]. These observations indicate that the ability of CS to maintain a higher water potential during drought stress is associated to a more prompt molecular response, while Creso needs a more severe drought stress to activate any transcriptional response.

Although durum wheat and bread wheat are two distinct species with a different genome organization (tetraploid -AABB, and hexaploid -AABBDD, respectively), their share the same A and B genomes. The similarity between bread and durum wheat for sequences carried on A and B genomes is very high. Chantret et al. [69], studying the *Hardeness *locus (GenBank accession number AY491681, ca 100 Kb) in the A and B genomes of durum and bread wheat, highlighted that the two species share 97% and 99% of nucleotide identity for A and B genome, respectively. Furthermore, in a preliminary bioinformatic experiment, 104 randomly selected durum wheat ESTs (48,530 bp in total) were blasted to find the corresponding bread wheat sequences. Considering the BLAST best matches of all queries a mean identity of 98.5% (SD 0.02%) and a mean coverage of 95.2% were calculated, a results in agreement with the data of Chantret et al. The high level of genome identity between bread and durum wheat sustains the use of the same microarray for comparison of the transcriptomes of the two species, although the estimated 2% of sequence polymorphisms might lead to a small over-estimation of the transcriptomic differences.

In well-irrigated conditions, the CS (hexaploid wheat) and Creso (tetraploid wheat) transcriptomes were very different. About 6.6 thousand genes were found to be differentially expressed between the two wheat species (Table 2) on a total amount of approximately 30,000 expressed genes detected in bread wheat. Although about 80% of the genes expressed in absence of stress were common between Creso and CS, the drought response in the two genotypes was significantly different. 

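The SS lists of CS and Creso shared 547 probe sets, 340 higher and 166 lower in both and 41 changed in opposite directions, where independent lists of these sizes would share 146 (54.8 higher and 22.1 lower). The opposite group includes the ent-kaurene oxidase match, which rose by 2.97 (SE 0.52, adjusted p = 4.0e-04) in Creso and had a log2 change of -2.4 (adjusted p = 0.00369, and 0.0536 in a separate fit of the comparison) in CS, a difference of 5.37 (adjusted p = 3.2e-04). Its level in Creso CTRL and in CS at SS lay below the background stated in the paper. These comparisons share no arrays. CS and CS_5AL-10 shared 832 (513 higher, 318 lower and 1 opposite, 114 for independent lists), and Creso and CS_5AL-10 618 (363, 175 and 80, 142 for independent lists). At MS CS and CS_5AL-10 shared 175 probe sets against 18 for independent lists, CS and Creso 62 against 10.1, and Creso and CS_5AL-10 79 against 9.93.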

1,470 genes were above the threshold in the SS *vs *CTRL in Creso, while only 842 were detected in the same comparison in CS (Table 2) and among these genes only 201 were in common.

The analysis of the molecular response to drought revealed both common and genotype-specific features. A set of 556 genes were clustered in groups showing a very similar expression profile in Creso and CS (Figure 2A and 2B). Notably, many genes involved in well known drought-responsive pathways (i.e. ABA, proline, sorbitol and glycine-betaine) were commonly activated in all genotypes. The expression levels of the *NCED*-related probe sets, the key enzyme of ABA biosynthesis [35], were strongly up-regulated by water stress in all genotypes suggesting that the drought treatment imposed during the experiment entailed the activation of the ABA synthesis. In Arabidopsis, the accumulation of ABA in response to water deficit leads to the induction of the transcription factor *At-HB7 *(homeobox-leucine zipper) that, in turn, activates the expression of *At-RD20 *[70-72]. The probe sets coding for *HB7 *and *RD20 *wheat homologous sequences (TaAffx.108538.1.S1_at, Ta.9830.2.1.S1_at, respectively) were co-regulated with *NCED *and grouped in cluster 3 and 14, respectively, suggesting that this specific response is conserved in wheat.

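The HB7 probe set, for a homeodomain protein induced by ABA in Arabidopsis, rose at SS by 2.51 (SE 0.46, adjusted p = 8.6e-04) in CS. In CS_5AL-10 its change of 1.21 (adjusted p = 0.0928) passed the test only without SS replicate 2 (adjusted p = 0.0251). The change of 1.39 (adjusted p = 0.0449) in Creso did not pass without CTRL replicate 2 (adjusted p = 0.156) or 3 (adjusted p = 0.122), or without SS replicate 1 (adjusted p = 0.0837), 2 (adjusted p = 0.109) or 3 (adjusted p = 0.114). Nor did it pass without the filter (adjusted p = 0.0649), with quantile normalization (adjusted p = 0.088), with 1 added (adjusted p = 0.0618), without centring (adjusted p = 0.063) or centred on the kept probe sets (adjusted p = 0.0546).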

Other genes grouped in commonly up- or down-regulated clusters play a role in primary metabolism, energy regulation, cell rescue or interaction with environment.

On the contrary, evidences for drought-responsive features associated to the different genomic structure of Creso, CS and CS_5A-10 were also present. Some drought-related genes were expressed at lower level (or not expressed) in Creso or in CS_5A-10 compared to CS (see clusters 2, 4 and, to less extent, 21), this finding can, to some extent, be associated to the absence of the D genome (or 5AL-10). Consequently, these genes could be located on the D genome (or 5AL-10), as demonstrated for some of them by expression based mapping, or could be controlled by genetic factors located on the D genome (or 5AL-10). Furthermore, several clusters were characterized by a higher expression level in Creso or in CS_5A-10 than in CS (see clusters 5 and 6), underlining that the different genome organization have a direct consequence on plant adaptation to stress. The 5AL-10 deleted region carries the *Cbf *cluster [59,60]. Although originally described as cold-regulated, the *Cbf *transcription factors are also induced during exposure to drought in wheat [66]. The absence of an important class of stress-related transcription factors can lead to modifications in the expression of many other genes located overall the genome. Furthermore, the analysis of the genes involved in the proline biosynthetic pathway have suggested an up-regulation of the ornithine-dependent pathway in bread wheat (Figure 5), while the enhanced expression of a set of transposons and retrotransposons was detected in CS_5AL-10 only. It is known that transposon and retrotransposon expression can be activated by biotic/abiotic stresses [73], our data suggest that the combination of abiotic stress with a "genetic stress" due to chromosomal deletion represent a suitable condition for a general up-regulation of transposon and retrotransposon-related mRNAs.

## Conclusion

Bread and durum wheat genotypes were characterized by different physiological reactions to the applied drought stress and by clearly different molecular responses. A moderate stress was sufficient to produce a significant change in expression level of hundreds of transcripts in CS and CS_5AL-10, while only a severe water stress could produce a similar molecular response in Creso, suggesting that CS and CS_5AL-10 activated protection mechanisms faster and more efficiently than Creso. The genome organization accounted for differences in the expression level of hundreds of genes located on D genome or controlled by regulators located on the D genome. When a genomic stress (deletion of a chromosomal region) was combined with the low water availability, a molecular response based on the activation of transposons and retrotransposons was observed.

## Methods

### Experimental design

To provide a global study of transcriptome changes under drought stress, the gene expression of a durum wheat genotype (*Triticum durum *Desf. cultivar Creso) and of two bread wheat genotypes (*Triticum aestivum *L. cultivar Chinese Spring -CS- and its deletion line CS_5AL-10) were investigated. The 5A chromosome deletion line (5AL-10) developed by Endo and Gill [74] lacks the distal part (43%) of the long arm of chromosome 5A, the breaking point being in band L1.6 . The deleted region contains several loci involved in freezing tolerance [27], ABA and osmoprotectant accumulation [29].

Each genotype was subjected to two different levels of water stress at the grain filling stage. After anthesis, three different levels of soil water content (SWC) were induced as described below: control (CTRL; SWC = 28%), moderate stress (MS; SWC = 18%), and severe stress (SS; SWC = 12.5%). SWC was calculated as the percentage of water with respect to the total fresh weight of the soil. For each sample, three biological replicates were performed, for a total of 27 hybridizations.

### Drought stress

The durum wheat genotype and the two bread wheat genotypes were sown in pots (16 × 16 cm) on a mixture of soil, sand and peat (6:3:1) in a growth chamber with controlled temperature, humidity and photoperiod. Five plants per pot were grown at 10°C day/7°C night, 60% relative humidity, 12 h light:12 h darkness, 500 μmol m^-2 ^s^-1 ^photon flux density until the third leaf stage then 22°C day/18°C night, 55% relative humidity, 16 h light:8 h darkness 500 μmol m^-2 ^s^-1 ^photon flux density until harvesting of the samples.

Soil water content was maintained close to field capacity (28%) until plants reached the stage of 3 days post anthesis (3DPA), when watering was stopped. The water status of the plants was monitored by measuring the water potential with a pressure chamber (PMS Instrument Co., Corvallis, OR, USA). The control plants (CTRL) continued to be watered while the soil of water stressed plants was allowed to dry until 18% of SWC (mild stress or MS) and 12.5% of SWC (severe stress or SS). SWC was monitored daily by checking the weight of the pots. The weight corresponding to the two levels of stress (18 and 12.5% SWC) were calculated by also considering the difference in biomass between genotypes. The biomass was evaluated in control conditions. In all genotypes, two and three days were required to reach 18 and 12.5% SWC values, respectively. After that, the reached values of SWC were maintained weighting of the pots and adding the needed amount of water twice a day (early morning and late afternoon). The samples were harvested at noon at 9DPA (Creso) and 11DPA (CS and CS_5AL-10), when all genotypes reached a comparable level of stress, as estimated by leaf water potential. These stress conditions resulted in flag leaf water potentials of -2.1/-2.6 MPa and -3.3/-3.9 MPa in MS and SS, respectively (Table 1). Glumes and flag leaf tissues were sampled and immediately frozen in liquid nitrogen.

### RNA isolation and array hybridization

RNA was extracted using the TRIZOL reagent according to the method published by the Arabidopsis Functional Genomics Consortium  and further cleaned using RNeasy columns according to the Qiagen RNeasy Mini Handbook. RNA was quantified and quality assessed by running several dilutions of each sample using the Agilent RNA 6000 nano Kit and Agilent Bioanalyzer 2100.

RNA samples were processed following the Affymetrix GeneChip Expression Analysis Technical Manual (Affymetrix, Inc., Santa Clara, CA). Single-stranded, then double-stranded cDNAs were synthesized from the poly(A) mRNA isolated from 5 μg of total RNA for each sample using the Affymetrix One-Cycle Labeling kit and Control reagents. The resulting *ds*-cDNA was column-purified and then used as a template to generate biotin-tagged cRNA from an *in vitro *transcription reaction (IVT), using the Affymetrix GeneChip IVT Labelling Kit. Fifteen μg of the resulting biotin-tagged cRNA was fragmented to strands of 35–200 bases in length following prescribed protocols (Affymetrix GeneChip Expression Analysis Technical Manual) and then hybridized at 45°C with rotation for 16 h (Affymetrix GeneChip Hybridization Oven 640) to probe sets present on an Affymetrix GeneChip^® ^Wheat Genome Array. The arrays were washed and then stained (SAPE, Streptavidin-phycoerythrin) on an Affymetrix Fluidics Station 450 followed by scanning with a GeneChip Scanner 3000. Wheat microarray design and expression profiling data are available in PlexDB  as experiment TA23: 'Drought stress in Wheat at grain filling stage'.

### Data processing and analysis

GeneChip^® ^hybridization quality was ensured using the standard Affymetrix controls. B2 oligonucleotides were spiked into each hybridization cocktail. PolyA controls (*lys, phe, thr, dap*) and hybridization controls (*BioB, BioC, BioD and Cre*) were used to monitor the labeling and hybridization processes.

Raw intensity values were normalized by RMA (Robust Multi-array Average) [75] using the R package Affymetrix library [76]. The same library was used to run the MAS 5.0 algorithm on raw data to produce a detection call for each probe set. These detection calls ("present", "marginal" or "absent") were used to apply an initial filtering step, since genes not expressed ("absent") represent experimental noise and can generate false positives. We removed from analysis all the probe sets that didn't show all the three "present" calls in at least one sample. R-squared linear correlation coefficients were computed on the RMA expression values (log2-transformed) for each set of biological triplicates.

RMA filtered data were imported to the software Genespring GX 7.3 (Agilent Technologies, Santa Clara CA) and all subsequent analyses were carried out with this software. Three comparisons for each of three genotypes were done: MS *Vs *CTRL, SS *Vs *CTRL and SS *Vs *MS. Differentially expressed probe sets were identified through a Welch t-test with Benjamini and Hochberg false discovery rate correction for multiple tests [31]. Differences in gene expression were considered to be significant when p-value was lower than 0.05 and induction or repression ratio was equal or higher than 2-fold. Principal Component Analysis (PCA,[77]) was then employed to assess the role of genotype and stress treatment in the explanation of the variation in the dataset.

Clusters of genes with distinctive expression patterns were searched with QT (Quality Threshold) cluster analysis [33]. QT clustering algorithm groups genes into high quality clusters based on two parameters: "minimum cluster size" and "minimum correlation". The minimum cluster size was set to 30 and minimum correlation to 0.75. Functional gene categories over-represented in the clusters in comparison with the whole microarray were searched at the MIPS *Arabidopsis thaliana *database (MAtDB) Functional Catalogue (FunCat) . MIPS FunCat is a hierarchical database that links Arabidopsis locus identifiers to functional categories. The FunCat database currently contains 28 main categories subdivided into 1289 subcategories [34]. Blast searches were done using HarvEST: Affymetrix Wheat1 Chip 1.50 , and only the annotations of wheat probe sets with a homology level cut-off equal or lower than E-value = e^-10 ^were considered.

### q-RT-PCR and identification of reference genes

Three μg of total RNA of each sample were reverse transcribed using oligo (dT)_18 _primer with M_MLV Reverse Transcription Reagents (Promega) according to the manufacturer's standard protocol. The reaction was incubated at 40°C for 10 min, then 45°C for 50 min. The RT was heat-inactivated at 70°C for 15 min. Subsequently, the cDNAs were quantified using a Qbit™ fluorometer (Invitrogen), diluted and used for q-PCR amplifications with specific primers.

q-RT-PCR was performed with SYBR Green fluorescence detection in a qPCR thermal cycler (ABI PRISM 7300, Applied Biosystems). Each reaction was prepared using 5 μl from a 0.2 ng/μL dilution of cDNA derived from the RT reaction, 10 μl of SYBR Green PCR Master Mix (Applied Biosystems), 0.5 μM forward and reverse primers, in a total volume of 25 μl. The cycling conditions were: 10 min at 95°C, followed by 40 cycles of 95°C for 15 sec and 60°C for 1 min. Melting curve analysis was performed to evaluate the presence of non-specific PCR products and primer dimers. The q-PCR data were plotted as the ΔRn fluorescence signal versus the cycle number. The ABI PRISM 7300 Sequence Detection System software calculates the ΔRn using the equation ΔRn = (Rn+) - (Rn-), where Rn+ is the fluorescence signal of the product at any given time and Rn- is the fluorescence signal of the baseline emission during cycles 6–13. An arbitrary threshold was set at the midpoint of the log ΔRn versus cycle number at which the ΔRn crosses the threshold. To calculate the fold changes (FC) we used the following formula: FC = 2^-ΔΔCT where: ΔΔCT = (CT_target gene _- CT_reference gene_)_treatment _- (CT_target gene _- CT_reference gene_)_control_. The CT data are expressed as average of three experimental replicates. qRT-PCR data were compared to the corresponding microarray expression values by mean of Pearson product-moment correlation coefficients.

Transcripts of stably expressed genes are crucial internal references for gene expression data normalization. To search for a gene(s) with stable level of expression in the conditions used in the present work the probe sets showing a "present" call in all hybridization examined based on the MAS 5.0 algorithm, were considered. Among all probe sets on the wheat microarray, 17,134 were called "present" in all samples and 4,768 probe sets showed a level of expression, normalized to the corresponding probe set median, between 0.66 and 1.5 indicating that the corresponding mRNA showed less than 1 fold change variation in their expression across all samples. These probe sets were then listed according to their Coefficient of Variation (CV = standard deviation mean^-1^). 

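Over the 27 arrays 19540 probe sets lay above the array's median on all arrays, and 3121 of them stayed between 0.66 and 1.5 times their own median on every array. The probe sets for polyubiquitin, the translation initiation factor and the spastin-like protein were among these 3121. The filter on the median stands in for detection calls, which were not used here.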

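Of the reference candidates, the spastin-like protein had intensities of 3110 to 4204 over all arrays and a coefficient of variation of 0.079, rank 20, and the translation initiation factor 30770 to 50670 and 0.143, rank 1263. The probe set at rank 10 had 0.074.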

The best three ranking probe sets based on CV and expression level were: Ta.1532.1.S1_a_at, a probe set annotated as translation initiation factor (CV 0.052), Ta.4093.1.S1_at encoding for a spastin-like protein (CV 0.055) and Ta.24299.1.S1_at encoding for polyubiquitin (CV 0.063). The stability of their expression across wheat samples was further checked by qRT-PCR and polyubiquitin was selected as reference gene.

### Identification and validation of genes putatively located on the D genome or on the deleted region of CS_5AL-10

Since the genomes of durum wheat (AABB) and of the deletion line (AA^5AL10^BBDD) represent a portion of the complete bread wheat genome (AABBDD) we run a bioinformatic experiment to compare the transcriptome of the three genotypes to find genes putatively located on genome D or 5A deleted region. We took advantage of the MAS 5.0 detection algorithm that allows to discriminate probe sets corresponding to mRNA reliably detected (present) from those not reliably detected (absent) in the samples. A probe set was considered putatively located on genome D if it matched the following conditions: i) all "absent" calls in the 9 Creso replicates and expression values lower than background value; ii) all "present" calls in the 18 CS and CS_5AL-10 replicates and expression values higher than 3 times the background value. The same approach was applied to search genes putatively located on long arm of chromosome 5A. In this case the microarray data relative to deletion line and CS were used.

The putative map positions of a selected group of probe sets matching these conditions were subjected to PCR validation on genomic DNA. The sequences used to construct the Affymetrix probe set were downloaded from the GrainGenes database . Then, homoeologous wheat transcripts were sought using Blast and downloaded from . The sequence used by Affymetrix to design the probe set was designed as haplotype "a" and subsequently each haplotype was labeled progressively on the basis of the sequence similarity. The various haplotypes were aligned to each other using Clustal W, and oligonucleotides able to discriminate between haplotypes were designed. These oligonucleotides were then used to amplify DNA from the 3 genotypes (Creso, Chinese Spring and CS_5AL-10). The obtained PCR bands were then re-sequenced in order to confirm that they corresponded to the targeted haplotype. 25 genes putatively mapping on 5AL and 70 genes putatively mapping on D genome were analyzed.

## Authors' contributions

AA interpreted the microarray results. AA and FF carried out the bioinformatic analyses. AMD assisted with material isolation from drought stressed plants. ER carried out qRT-PCR and the searching analysis of internal reference genes. LT and GGiu carried out the expression level-based gene mapping. AMM, GGal, GGiu and LC participated in the design of the study. LC coordinated the study. LD linked expression data to physiological drought effects. AA, AMM, and LC wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **All differentially expressed genes in drought stress comparisons**. The list of the 3,056 differentially expressed genes in drought comparisons is sorted in column A. For each probe set are reported the relative QT-cluster, the CTRL (control samples) expression levels in the three genotypes and the expression ratio of each comparison. Yellow boxes highlight differentially expressed (DE) probe sets. In X and Y columns the AGI code and Arabidopsis annotations of the homologous Affymetrix wheat probe set. The last column reports the list of MIPS functional categories (Ruepp et al. 2004) associated to the each gene.. Click here for file

Additional file 2 **ABA pathway-related probe sets on Affymetrix Wheat Genome Array^®^**. The probe sets related to the ABA and β-carotene pathways are reported in additional file 2. Grey rows highlight differentially expressed probe sets. CS = Chinese Spring, CS-5AL = Chinese Spring 5A deletion line, CTRL = control condition, MS = mild stress condition, SS = severe stress condition. Click here for file

Additional file 3 **Proline pathway-related probe sets on Affymetrix Wheat Genome Array^®^**. The probe sets related to proline pathway are reported in additional file 3. Grey rows highlight differentially expressed probe sets. CS = Chinese Spring, CS-5AL = Chinese Spring 5A deletion line, CTRL = control condition, MS = mild stress condition, SS = severe stress condition. Click here for file

Additional file 4 **D genome expression based mapping**. 70 genes putatively mapping on the D genome were mapped by PCR. Of these, 38 gave a specific mapping result and for 32 genes, haplotype a) was found to map on genome D. 6 deviations were found, with different haplotypes mapping on the D genome, and haplotype a) on all genomes. Click here for file

Additional file 5 **5AL-10 expression based mapping**. 25 genes putatively located on the CS_5AL-10 deleted region were mapped by PCR. 13 gave a specific mapping result and for 12 of them, haplotype a) was found to map on CS_5AL-10, according to expectations. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

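Glume RNA from durum wheat Creso, bread wheat CS and the deletion line CS_5AL-10 was measured on 27 Affymetrix Wheat Genome Arrays, 3 for each of 9 combinations of genotype and treatment (CTRL, MS and SS). The samples were grouped by genotype, treatment and replicate number as their titles give them. The authors deposited 1 value table with a linear intensity per probe set and array, made with MAS5 (version not stated), and the values in the paper were made from the same arrays with RMA. The deposited values run from 0.096 to 78786, with a trimmed mean of 500.2 to 500.3 on every array. No raw array files and no detection calls were used here.

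The values were taken to log2(value + 16). Each array was centred on the common median, by a rule set before the data were examined that applies when the highest array median is over 1.5 times the lowest (here 1.68 times, with medians of 59.1 and 99.1). The 111 control probe sets of the manufacturer were dropped, which left 61179, and 34089 that lay above the array's median on all 3 arrays of at least 1 condition were tested. With 3 arrays per condition it is the number of arrays that limits the precision. A group-means model over all arrays was fitted in limma 3.58.1 under R 4.3.3, with an empirical Bayes variance trend (prior degrees of freedom 5.52) and Benjamini-Hochberg adjustment over the tested probe sets. Differential expression means an adjusted p under 0.05 and at least a 2-fold difference. The comparisons were MS against CTRL, SS against MS and SS against CTRL in each genotype, CTRL plants between genotypes, and the difference between genotypes in the MS and SS responses. Principal components were computed on the centred log2 values of the tested probe sets. Candidates for the D genome or the deleted region were counted on the deposited intensities with the background of 39.96 that the paper states and its 3-fold multiple, and with the genotypes exchanged as a mirrored rule. The code was tested on simulated data with 200 changed probe sets of 34089. Of 2-, 3- and 4-fold changes, 20.5%, 62.5% and 81% were recovered for Creso MS against CTRL, 17%, 66% and 82% for CS against Creso, and 60% of 4-fold differences between the SS responses of Creso and CS.

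The genes named in the text follow a rule set with the comparisons: probe sets the paper names, all probe sets of additional files 2 and 3, the 10 largest rises and falls per comparison among differentially expressed probe sets with a name whose replicate values do not overlap, up to 4 members of each fixed list with the largest changes, and for the PCR-mapped genes the 3 largest and the 3 smallest differences. The text names only some of the genes that this rule gives, picked after their values were seen. For groups of 3 against 3, values that do not overlap arise by chance in 10% of comparisons. Values of these probe sets in additional files 1, 2 and 3 had been seen before. Other probe sets are marked where they are named. Names come from the platform annotation, with symbols updated from the gene table of assembly GCF_018294505.1 (IWGSC CS RefSeq v2.1), or from the best Arabidopsis match in additional file 1. Of 61290 probe sets, 1273 carry a gene symbol, 200 of them a symbol that is not a locus number. Of additional file 1 the first 1420 of 3056 probe sets were held, 1067 with an Arabidopsis match. It was used for values and counts only.

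Gene lists were fixed by name patterns before the data were examined, where patterns anchored to the start of a word apply to gene symbols only. They cover carotenoid and ABA synthesis, proline, the PCR-mapped genes, dehydrins and LEA proteins, aquaporins, heat shock proteins, photosynthesis, tubulins and actins, cell wall, ribosomal proteins, histones and cell cycle, ABA signalling, CBF and DREB factors, transposon-related sequences, sugars and fructans, antioxidants, pathogenesis-related proteins, senescence, endosperm storage proteins, grain starch synthesis, and pollen and anther. Among the names held here none matched the patterns for CBF and DREB factors or for transposon-related sequences, so these lists stayed empty. The array itself does not lack such probe sets, since the paper reports both kinds on it. The lists for carotenoid and ABA synthesis and proline, and those of the platform annotation for tubulins and actins, antioxidants and endosperm storage proteins, were tested against other genes with camera at its preset correlation of 0.01, and again with an estimated correlation. The PCR-mapped lists, the lists from additional file 1 and those with under 5 measured probe sets were not.

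The alternatives were the methods' t-test (unequal variances, the groups compared only), no filter and a stricter filter at the 75th percentile, quantile normalization, an offset of 1 or 64, a separate fit per genotype or of the CTRL arrays alone, the replicate number as a block, no fold threshold, and leaving out each array in turn. For the candidates the threshold was doubled, halved or set at the array's median. Chosen after the values had been seen were no centring, centring on the kept probe sets, and the background raised by the median ratio of deposited to published values. So was leaving out 4 arrays, each the farthest of its condition. These are not the 4 farthest of all, and the farthest arrays of the other conditions stayed in. The counts were also compared with other splits of the same arrays. Tables and plots were made with Python 3.11.15, NumPy 2.4.6 and matplotlib 3.10.9. The qRT-PCR, the PCR products and their sequences were not analysed here.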

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

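Chosen after the counts were seen were the tests of chance, with the genotypes exchanged within each treatment. The probe sets below were flagged because the response to drought differed between genotypes by a test of the difference itself. At SS, 3 pathogenesis-related genes responded more in Creso than in CS. A chitinase match differed by 3.51 on the log2 scale (adjusted p = 3.6e-04), the osmotin match OSM34 by 5.48 (SE 0.78, adjusted p = 3.8e-04) and the PR-1-like match by 4.31 (SE 0.48, adjusted p = 4.7e-05). At MS the PR-1-like match differed by 2.61, a difference that needs CS CTRL replicate 2 (adjusted p = 0.051 without it) and CS MS replicate 2 (adjusted p = 0.0547). Also higher in Creso were the SS responses of the ent-kaurene oxidase match, by 5.37 (with its level in Creso CTRL and in CS at SS below the background), and of the nitrate transporter match, by 2.39. Lower in Creso were those of the beta-expansin EXPB4, with a difference of -3.79, the light-harvesting proteins LHB1B2, -3.69, and LHCB2, -1.43, the kinase CIPK10, -2.34, and the MIP family gene (MIP), -1.84. In Creso MIP had means of 10.71 in CTRL and 8.238 at SS, below the background of 39.96. Its value therefore follows the change in CS and is not a measured difference of responses. The difference for CIPK10 did not pass the test without Creso SS replicate 2 (adjusted p = 0.0617) or CS CTRL replicate 2 (adjusted p = 0.0527).

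In all, the MS response differed between Creso and CS for 202 probe sets, 60 higher and 142 lower in Creso. Of 100 splits of the same arrays 6 gave at least as many, the real one among them, with 1820 as the highest and 0 as the median of the others. A split that exchanges treated and control arrays within 1 genotype keeps the drought response of the other, and may turn the difference of the responses into their sum, which is a structure of the samples. These splits therefore do not settle whether chance gave the count. In a test of chance, with the genotypes exchanged within each treatment after the mean of each genotype was taken off, 5 of 100 exchanges gave at least 202, the real one among them, with 320 as the highest, so chance cannot be excluded. Without Creso CTRL replicate 1, 2 and 3 the count was 104, 79 and 450, without Creso MS replicate 1, 2 and 3 it was 65, 392 and 481, without CS CTRL replicate 1, 2 and 3 it was 505, 28 and 73, and without CS MS replicate 1 and 2 it was 88 and 29. It was 159 higher and 208 lower with quantile normalization and 186 and 227 without centring.

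The SS response differed between Creso and CS for 861 probe sets, 451 higher and 410 lower in Creso. Of 100 splits 8 gave at least as many, with 5786 as the highest and 0 as the median of the others, which settles nothing for the same reason. In the test of chance, with the genotypes exchanged within each treatment, 2 of 100 exchanges gave at least as many as the real one (859 with the genotype means taken off), itself included, with 1192 as the highest, which argues against chance for the count as a whole. Without Creso SS replicate 1 and 2 it was 516 and 477, without CS CTRL replicate 2 and 3 it was 526 and 547, and without CS SS replicate 2 it was 532. Quantile normalization gave 467 higher and 677 lower, no centring 469 and 723, and centring on the kept probe sets 435 and 643.

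Between CS_5AL-10 and CS the MS response differed for 2 probe sets and the SS response for 3, singled out here after their values were seen. None of them carries a gene name in the annotation. At MS the differences were -2.06 and -2.25 (adjusted p = 0.0338 for both), and at SS -1.89 (adjusted p = 0.0477), -3.54 (adjusted p = 0.0477) and 2.22 (adjusted p = 0.0234). Of 100 splits 21 gave at least as many at MS and 12 at SS, with 3016 and 2157 as the highest, which settles nothing either. Under chance, with the genotypes exchanged within each treatment, 9 of 100 exchanges gave at least as many at MS, with 19 as the highest, so chance cannot be excluded. At SS 2 of 100 did, with 3 as the highest, which argues against chance for the count, though single arrays end it. The MS count was 35, 0 and 5 without CS CTRL replicate 1, 2 and 3, 1, 0 and 0 without CS MS replicate 1, 2 and 3, 0, 0 and 4 without CS_5AL-10 CTRL replicate 1, 2 and 3, and 0 without any of the CS_5AL-10 MS arrays. The SS count was 13, 0 and 0 without CS CTRL replicate 1, 2 and 3, 1, 9 and 0 without CS SS replicate 1, 2 and 3, 1 and 0 without CS_5AL-10 CTRL replicate 1 and 2, and 14 and 0 without CS_5AL-10 SS replicate 2 and 3. The split at MS was 3 higher and 5 lower with quantile normalization, 1 and 3 without centring and 1 and 2 centred on the kept probe sets. At SS it was 1 and 0 with 1 added, 1 and 15 with 64 added, and 3 and 13 without centring.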

How the results depend on the processing

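With 3 arrays in each condition, single arrays move many counts, and the deposited MAS5 values limit what can be said of weakly expressed probe sets. No change of a named gene that passed the test turned its sign under any setting, though the larger side of several counts of higher and lower probe sets changed with the scaling. Of the 60 tests of gene lists none had an adjusted p under 0.05 with an estimated correlation. Unless a value shows it, the cause of a change given here was not tested. The number of tested probe sets fell to 18486 with the stricter filter.

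Of 245 changes of named genes, 244 kept direction and side of the threshold without the filter and 1 lost its call. With the stricter filter 232 kept both, and the others were not among the probe sets tested. For quantile normalization the numbers are 235 kept, 8 lost and 1 gained, for 1 added 240, 1 and 2, and for 64 added 240, 4 and 1. The separate fits gave 216, 3 and 2, the replicate block kept all 245, and by the methods' t-test 65 kept their side and 156 lost the call. Leaving out single arrays gave 1542 same, 34 lost and 15 gained calls. Of the settings chosen after the data were seen, no centring kept 235, centring on the kept probe sets 241 and leaving out 4 far arrays 236.

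Changes of named genes that turned their sign passed the test in neither setting. Without single arrays abscisic aldehyde oxidase ran from -0.61 to 0.86 at MS and -1.02 to 0.45 at SS in Creso, from 0 to 0.23 at MS in CS and from -0.03 to 0.5 at MS in CS_5AL-10, P5CS from -0.13 to 0.69 between SS and MS in CS, LTP4 from -0.72 to 0.05 at MS in CS, and EXPB4 from -0.22 to 0.78 at SS in CS. The difference of the SS responses of Creso and CS ran from -0.13 to 0.3 for zeaxanthin epoxidase, -0.03 to 0.26 for TUB6, -0.68 to 0.1 for P5CS and -0.26 to 0.19 for ornithine cyclodeaminase. For zeaxanthin epoxidase it was -0.06 with quantile normalization, -0.01 without centring and -0.12 without the 4 far arrays, and for ornithine cyclodeaminase 0.05 with 1 added. Abscisic aldehyde oxidase had 0.03 at SS in Creso with 1 added, and at MS in CS -0.08 without centring, -0.03 centred on the kept probe sets and 0 without the 4 far arrays.

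The methods' t-test called 0 probe sets at MS in Creso, 0 between SS and MS and 3 at SS. It called 0, 0 and 0 in CS and 0, 0 and 1 in CS_5AL-10. In CTRL it called 4500 between CS and Creso, 5409 between CS_5AL-10 and Creso and 18 between CS_5AL-10 and CS. The drought union was 4, the genotype union 6655 and the SS overlap of CS and Creso 0. It gives no value for differences between responses, and neither do the separate fits.

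Without the filter the MS response differed between Creso and CS for 114 probe sets and between CS_5AL-10 and CS for 0, and the first 2 components held 41.93% and 8.16% of the variance. The stricter filter gave 6084, 6246 and 462 probe sets for the 3 genotype comparisons, 3614 and 7310 for the unions, 313 and 12 for the MS responses of Creso and of CS_5AL-10 against CS, and 66.5% for the first component. Quantile normalization gave 197 between SS and MS in CS, 367 and 8 for these MS responses, and 17 for the SS response of CS_5AL-10 against CS.

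With 1 added in place of 16, 49 probe sets differed between SS and MS in CS, 0 and 1 for the MS and SS responses of CS_5AL-10 against CS, and the first component held 54.58%. With 64 added these were 132, 14 and 16, the MS response of Creso against CS gave 337, and the components held 58.42% and 10.34%. Separate fits gave 208 at MS in Creso, and between SS and MS 16 in CS and 55 in CS_5AL-10.

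Replicate numbers do not pair the arrays. Of the deviations from the condition means, 27 pairs with the same number had a median correlation of -0.03 (-0.57 to 0.2) and 54 with different numbers one of 0 (-0.32 to 0.52). With the replicate block the MS response of Creso against CS gave 126 and the SS response of CS_5AL-10 against CS 0, and no other count moved by over 1.5 times.

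With no 2-fold limit the counts were 1426 between SS and MS and 4789 at SS in Creso. At MS, between SS and MS and at SS they were 1946, 120 and 4003 in CS and 1565, 293 and 3971 in CS_5AL-10. In CTRL 16917 differed between CS and Creso and 16237 between CS_5AL-10 and Creso, the unions were 10185 and 19898 and the overlap 1325.

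Other settings were chosen after the data were seen. No centring gave 172 between SS and MS in CS, 413 and 4 for the MS responses of Creso and CS_5AL-10 against CS, and 16 for the SS response of CS_5AL-10 against CS. Centring on the kept probe sets gave 124 between SS and MS in CS and 346 for the MS response of Creso against CS. Without the 4 far arrays 259 were called at MS in Creso, 37 between SS and MS in CS, and 92 and 0 for the 2 MS responses.

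Candidate counts followed the background threshold by construction. Doubled, it gave 540 strict and 1148 relaxed for the D genome and 54 and 85 for the deleted region. Halved, it gave 53, 70, 6 and 10, at the array's median 430, 903, 55 and 96, and on the scale of the published values, chosen after the data were seen, 492, 1371, 57 and 150.

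Under an estimated correlation the adjusted p of the ABA and carotenoid list was 0.368, 0.404 and 0.216 in Creso (MS, SS against MS, SS), 0.216, 0.216 and 0.141 in both CS and CS_5AL-10, and 0.44 for both bread wheats against Creso. For the proline list it was 0.284 for SS against MS in Creso, 0.216 for SS against MS and for SS in CS, and 0.216 for MS and SS in CS_5AL-10. The tubulin and actin list had 0.216 and 0.284 for SS against MS and SS in Creso, 0.44, 0.44 and 0.216 in CS, 0.451 for SS against MS in CS_5AL-10 and 0.444 between CS_5AL-10 and CS. For the endosperm list it was 0.686 for SS against MS in Creso, 0.44 and 0.451 for MS and SS in CS, 0.44 between CS and Creso, and 0.63 for CS_5AL-10 against either.

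Without single arrays the counts at MS ran from 265 to 703 in Creso, 285 to 1215 in CS and 477 to 633 in CS_5AL-10. Between SS and MS they ran from 492 to 937, 15 to 153 and 54 to 133. At SS in CS the range was 1317 to 2357, and between CS_5AL-10 and CS in CTRL 433 to 676. For the MS response it was 28 to 505 for Creso against CS and 0 to 35 for CS_5AL-10 against CS, and for the SS response 477 to 907 and 0 to 14. Within 1.5 times of their values stayed SS in Creso (1995 to 2620) and CS_5AL-10 (1457 to 1982), both bread wheats against Creso (9792 to 10767 and 9844 to 10531), the unions (4927 to 5850 and 12353 to 13314), the overlap (400 to 574) and the candidates (219 to 271 and 378 to 468 for the D genome, 17 to 20 and 24 to 29 for the deleted region). The 2 components ran from 55.55% to 58.15% and 8.74% to 10.24%.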

Differences from the paper's values

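Counts are set at the thresholds that the paper states, an adjusted p under 0.05 and at least 2-fold. Its values come from RMA data filtered by detection calls, and its test was run for each comparison. A count differs here when 1 value is over 1.5 times the other. For each count 11 alternatives were set before the data were examined, 2 of them the arrays whose loss gave the lowest and highest counts, with 6 for candidate counts and 10 for log2 changes. Where a setting is not named, the value still differed under it.

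At MS in Creso 436 probe sets differed, 241 higher and 195 lower, against the paper's 0, 0 and 0. The methods' t-test gave 0 for each. It also gave 0 at MS and at SS in CS, where the paper has many, so a 0 from it, here or below, is no sign of agreement. Between SS and MS in Creso 913 differed, against the paper's 493, and separate fits (715) and leaving out SS replicate 2 (492) came within 1.5 times. Of these 437 were higher, against the paper's 191, with 222 without SS replicate 2. The 476 lower ones stand against the paper's 302, and no filter (411), the stricter filter (402), 64 added (445), separate fits (406), the replicate block (451) and leaving out SS replicate 2 (270) came within. At SS in Creso 2494 differed, against the paper's 1470, and the stricter filter (1676), 64 added (1799), separate fits (2018) and leaving out SS replicate 2 (1995) came within. The 1516 higher ones stand against the paper's 661, with 977 when 64 was added.

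In CS 792 differed at MS, against the paper's 106, and 583 were higher, against the paper's 54. No alternative came within 1.5 times of these. The 209 lower ones stand against the paper's 52, with 60 without CTRL replicate 2. Between SS and MS 79 differed, against the paper's 29, and no alternative of the 11 came within. The 58 higher ones stand against the paper's 29, with 41 when 1 was added, and the 21 lower ones against the paper's 0, which the methods' t-test also gave. At SS 2001 differed, against the paper's 842, and 769 were lower, against the paper's 263, and no alternative came within. The 1232 higher ones stand against the paper's 579, with 808 without CTRL replicate 2.

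For CS_5AL-10 at MS 776 differed, against the paper's 393, and the stricter filter (570) and leaving out CTRL replicate 2 (477) came within. The 511 lower ones stand against the paper's 106 under every alternative. Between SS and MS 124 differed, against the paper's 47, with 55 in separate fits and 54 without SS replicate 2. The 105 higher ones stand against the paper's 47, with 51 and 45 under the same 2 settings, and the 19 lower ones against the paper's 0, which the methods' t-test gave. At SS 1939 differed, against the paper's 1187, and the stricter filter (1399), 1 added (1761), 64 added (1667) and leaving out CTRL replicate 3 (1457) came within. The 1012 lower ones stand against the paper's 527, with 617 under the stricter filter and 725 without SS replicate 1.

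In CTRL plants 10540 differed between CS and Creso, against the paper's 6636. The methods' t-test (4500), the stricter filter (6084), quantile normalization (9931), 64 added (8060) and leaving out CS CTRL replicate 3 (9792) came within 1.5 times. The 5281 lower ones stand against the paper's 2662, and the methods' t-test (2247), the stricter filter (3375) and 64 added (3628) came within. Between CS_5AL-10 and Creso 10611 differed, against the paper's 6951. The methods' t-test (5409), the stricter filter (6246), quantile normalization (10155), 64 added (8442) and leaving out CS_5AL-10 CTRL replicate 3 (9844) came within. The 5056 lower ones stand against the paper's 3062, with the methods' t-test (2874), the stricter filter (3403), quantile normalization (4587), 64 added (3755) and leaving out Creso CTRL replicate 1 (4424) within.

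The drought union was 5524, against the paper's 3056, and the stricter filter (3614) and 64 added (4389) came within. The genotype union was 12992, against the paper's 8552. For it the methods' t-test (6655), the stricter filter (7310), quantile normalization (12441), 64 added (10200), separate fits (12736) and leaving out Creso CTRL replicate 1 (12353) came within. The SS lists of CS and Creso shared 547, against the paper's 201, under every alternative. Relaxed D genome candidates were 378, against the paper's 1049, with 1148 at the doubled threshold and 903 at the array's median. Strict candidates of the deleted region were 17, against the paper's 28, with 20 without CS_5AL-10 SS replicate 1, and relaxed ones 24, against the paper's 127, with 85 at the doubled threshold and 96 at the array's median.

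Some settings that also came within 1.5 times were chosen after seeing the values. Leaving out 4 far arrays gave 731 for SS against MS in Creso (239 higher), 37 in CS (29 higher), 544 at MS and 1547 at SS in CS_5AL-10, and 10085 between CS_5AL-10 and Creso. No centring gave 9397 (3308 lower) for CS and 9981 (3556 lower) for CS_5AL-10 against Creso, and brought the genotype union within too. Both no centring and centring on the kept probe sets gave 68 higher between SS and MS in CS_5AL-10. The background on the scale of the published values gave 1371 relaxed D genome candidates and 150 of the deleted region. The probe sets called in each comparison of the paper are not held here in full, so those that these settings drop were not counted. Other single arrays left out also came within 1.5 times of some counts. Without CS SS replicate 1, for SS against MS in CS, 36 were called and 25 higher, and without CTRL replicate 3 or MS replicate 2, 64 and 65 were lower at MS in CS.

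The coefficient of variation of the translation initiation factor was 0.143, against the paper's 0.052, and that of polyubiquitin 0.11, against the paper's 0.063, and no alternatives were run for them. For the pathway genes 21 log2 changes at SS were compared with those of the additional files. All 21 had the same sign, the median absolute difference was 0.13 and the largest 0.7, and 4 differed by more than the replicate SD. Of these 4, 3 are of the second NCED probe set. It changed by 2.5 in Creso, against the paper's 1.8, under every alternative, by 3.2 in CS, against the paper's 2.51, with 2.7 without CTRL replicate 2, and by 2.78 in CS_5AL-10, against the paper's 2.37, with 2.69 when 64 was added and 2.57 without SS replicate 2. The other is PSY1 in Creso, 1.02 against the paper's 0.78, with 0.83 under quantile normalization, 0.95 when 64 was added and 0.85 without CTRL replicate 2. Of settings chosen after seeing the values, no centring (0.88) and centring on the kept probe sets (0.92) came as near for PSY1.

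For zeaxanthin epoxidase the paper reports induction that did not pass its test. Zeaxanthin epoxidase passed the test here at SS in all genotypes, with changes of 1.42, 1.35 and 1.71 in Creso, CS and CS_5AL-10, and under the methods' t-test it did not. The paper also has several probe sets of beta-xanthophyll synthesis rising alike in the 3 genotypes, while for lycopene beta-cyclase the SS change was 1.26 (adjusted p = 0.0764) in Creso, 2.16 in CS and 0.71 (adjusted p = 0.387) in CS_5AL-10. In the carotenoid and ABA list no difference between the SS responses of Creso and CS passed the test over all probe sets, 1 did when adjusted over the list alone, and that of lycopene beta-cyclase did without CS CTRL replicate 1 (-1.76, adjusted p = 0.0439).

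Among proline genes the paper finds no ornithine aminotransferase changed by drought. Here 1 of the 4 tested ornithine aminotransferase probe sets rose at SS in CS (1.09, adjusted p = 0.00251), and in Creso 1 was higher at SS than at MS. The paper's text has the ornithine cyclodeaminase minimally induced at SS in Creso, starting from below background. The ornithine cyclodeaminase changed by 1.1 in Creso here, against 1.11 in CS. That 1.1 did not differ by more than the replicate SD from the change in the paper's own values, so the fold itself is no difference from the paper. Its level was lower in Creso, as in the paper.

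In the paper, clusters 15 and 19 fall more at SS in Creso than in CS. Of the probe sets held, the SS response differed in none, and the median differences were -0.18 for cluster 15 and 0 for cluster 19. From MS to SS in Creso, 18 of 20 were lower for cluster 15 and 15 of 19 for cluster 19. In CS 0 were lower for both. The medians were -1.47 and -1.56 in Creso and -0.68 and -0.58 in CS. This direction is the paper's, but the study clustered these probe sets on these samples, so it is not independent evidence. Whether Creso and CS differed in the change from MS to SS was not tested. Cluster 1 is described as hardly induced in Creso, and of the 99 held 45 were higher at SS in Creso, against 67 in CS. Cluster 6 is described as induced by MS in CS_5AL-10 alone. Of the 9 held 4 were higher there, with a median of 1.88, and 1 in CS, and no difference of the responses passed the test. Of the kinases of cluster 21, described as rising in both bread wheats, CIPK9 did not pass the test in CS (0.31, adjusted p = 0.286), while CIPK10 did (2.84). The paper has sorbitol dehydrogenase and HB7 rising with NCED in all genotypes. Here sorbitol dehydrogenase missed the 2-fold limit in Creso (0.6) and HB7 did not pass the test in CS_5AL-10 (1.21, adjusted p = 0.0928), while in Creso (1.39, adjusted p = 0.0449) it did not without the filter (adjusted p = 0.0649), with other scalings or without single arrays.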

Other observations

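Several pathogenesis-related genes rose at SS in Creso and fell in CS_5AL-10. PR5, a thaumatin-like antifungal protein, rose by 3.56 (SE 0.75, adjusted p = 0.0022) in Creso and fell by 4.98 (adjusted p = 8.8e-05) in CS_5AL-10, where its intensity went from 3912 in CTRL to 147.8 at SS. The osmotin match OSM34 rose by 4.03 (SE 0.55, adjusted p = 2.6e-05) in Creso and fell by 3.47 (adjusted p = 1.6e-04) in CS_5AL-10, and the PR-1-like match rose by 2.93 (SE 0.34, adjusted p = 3.6e-06) and fell by 3.06 (adjusted p = 2.1e-06). Of 17 pathogenesis-related probe sets with Arabidopsis matches, 10 were higher and 2 lower at SS in Creso, 2 and 5 in CS, and 3 and 11 in CS_5AL-10, with medians of 1.53, -0.58 and -2.04, and when adjusted over the list alone 11 and 2, 2 and 6, and 3 and 11. The SS response was higher in Creso than in CS for 10 of them and lower for 1, with a median difference of 2 that kept its sign under every scaling. Between CS_5AL-10 and CS it differed for 0 over all probe sets tested and for 10 when adjusted over the list alone, all lower in CS_5AL-10. The list was drawn from the study's own selection, and no pathogen test was made on these plants.

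Transcripts of the developing grain separate CS from Creso in well watered plants, and their drop in CS under stress depended on single arrays. The 11 endosperm storage protein probe sets had a median log2 change of -2.03 at MS and -2.49 at SS in CS, with 0 and 1 lower. With 4 arrays left out, each the farthest of its condition, the medians were -0.28 and -1.04. That setting was chosen after seeing the data. The list was lower than other genes at MS (camera adjusted p = 6.9e-05) and SS (adjusted p = 0.00119) in CS, and with an estimated correlation the values were adjusted p = 0.44 and adjusted p = 0.451. In Creso the medians were 1.03 at MS and 0.23 at SS, and in CS_5AL-10 -1.18 and -1.24. Of 4 grain starch probe sets with Arabidopsis matches 4 were higher at SS in Creso, 2 in CS and 2 in CS_5AL-10. None of the 2 in the platform annotation was differentially expressed.

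Of 28 antioxidant probe sets with Arabidopsis matches, 1 was higher and 9 lower at SS in Creso, 2 and 13 in CS, and 1 and 11 in CS_5AL-10 (1 and 11, 3 and 16, and 1 and 11 when adjusted over the list alone), while of 7 in the platform annotation 0, 1 and 1 were higher. The catalase match CAT1 rose by 1.22 (SE 0.14, adjusted p = 4.4e-06) in CS and 1.56 (adjusted p = 8.2e-08) in CS_5AL-10. At SS, of 11 heat shock probe sets 1 was higher and 4 lower in Creso, 3 and 0 in CS, and 5 and 1 in CS_5AL-10. Of 7 senescence probe sets 5 were higher and 1 lower in Creso, 3 and 0 in CS, and 1 and 0 in CS_5AL-10. Of 22 ribosomal protein probe sets 1 was higher and 2 lower in Creso, 2 and 2 in CS, and 0 and 5 in CS_5AL-10. None of the 3 in the platform annotation was differentially expressed. Of 10 histone and cell cycle probe sets 0 were differentially expressed in Creso and CS, and 1 was lower in CS_5AL-10. Their medians of -1.36, -1.73 and -1.64 exceeded 2-fold, so these counts do not show that they were unchanged. Of 4 pollen and anther probe sets 4 were lower in Creso and 0 in the bread wheats, and of 2 in the platform annotation none was differentially expressed.

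The pattern of 4 arrays that lay far from the other arrays of their condition, Creso MS replicate 1, CS MS replicate 3, CS SS replicate 2 and CS_5AL-10 CTRL replicate 3, was weighed against RNA degradation, signal scaling of the array and RNA from the developing grain. Each was the farthest of its own condition, by the root mean square log2 difference from the mean of the other arrays. They are not the 4 farthest of all, since CS_5AL-10 CTRL replicate 3 (0.56) lay nearer than CS_5AL-10 SS replicate 2 (0.668). For RNA degradation, 0 of the 4 had the highest mean ratio of 3 prime to 5 prime control signal in their condition. That mean is unsteady, since the elongation factor 1a control ran from -4.35 to 4.48 log2 over the arrays. On actin alone CS MS replicate 3 (3.37) and CS_5AL-10 CTRL replicate 3 (2.51) were highest, and Creso MS replicate 1 and CS SS replicate 2 were not. The ratio therefore cannot decide on degradation. Signal scaling of the array is argued against, since all 4 were still farthest after quantile normalization. RNA from the developing grain stays open. The prediction was the highest endosperm signal of the condition on all 4 arrays, and 2 of the 4 had it. These were Creso MS replicate 1, at a mean log2 of 8.46 beside 5.78 and 5.5, and CS_5AL-10 CTRL replicate 3, at 10.58 beside 8.29 and 9.82. The other 2 had the lowest. CS MS replicate 3 was at 5.63 beside 10.64 and 10.53, and CS SS replicate 2 at 5.82 beside 9.1 and 10.42. All 4 were thus extreme in grain transcripts but not in 1 direction. A prediction of the highest signal alone cannot weigh grain RNA that varied both ways. A difference in stage or in stress between the plants was not tested.

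More probe sets were higher than lower in CS than in Creso on the deposited scale. There 6089 were higher and 3308 lower, and with the arrays centred 5259 and 5281. The strict candidate rule found 19.9 times as many probe sets as the mirrored rule, but it picks probe sets by this very difference. Copies on the D genome missing from Creso therefore cannot be told apart from a poorer match of the probes in durum wheat or from the different sampling day, neither of which was tested. For the probe sets near zero on every CS_5AL-10 array and present on every CS array, array noise around the threshold is argued against, since the mirrored rule found 0. Of the 7 among them that the study tested by PCR, haplotype a mapped to the deleted region for 3. Loss of the gene itself was not told apart from other effects of the deletion or of the line.

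For each comparison of 3 against 3 arrays there are only 10 splits, too few for a share under 0.05, and the real split gave the highest count each time, 1 of 10. The highest count of another split, beside the real one, was 112 beside 436 for Creso MS against CTRL, 4 beside 913 for Creso SS against MS, and 26 beside 2494 for Creso SS against CTRL. For CS it was 0 beside 792, 1 beside 79 and 1 beside 2001 in the same order, and for CS_5AL-10 1 beside 776, 1 beside 124 and 1 beside 1939. For CTRL plants it was 0 beside 10540 for CS against Creso, 1 beside 10611 for CS_5AL-10 against Creso, and 2 beside 699 for CS_5AL-10 against CS. For the union of drought comparisons the real split was the 1 highest of 100, with 5524 beside 2177, for the overlap of CS and Creso likewise, with 547 beside 3, and for the union of genotype comparisons, with 12992 beside 12488. Chance is argued against for these, though the second value of the last lies close to the real one. A regrouping that mixes only the bread wheat arrays keeps Creso apart and can give a count this high. For the difference between the bread wheats that union therefore decides little.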
